# Repeated Phenotypic Evolution by Different Genetic Routes in *Pseudomonas fluorescens* SBW25

**DOI:** 10.1093/molbev/msz040

**Published:** 2019-03-05

**Authors:** Jenna Gallie, Frederic Bertels, Philippe Remigi, Gayle C Ferguson, Sylke Nestmann, Paul B Rainey

**Keywords:** evolution, genetics, microbiology

## Abstract

Repeated evolution of functionally similar phenotypes is observed throughout the tree of life. The extent to which the underlying genetics are conserved remains an area of considerable interest. Previously, we reported the evolution of colony switching in two independent lineages of *Pseudomonas fluorescens* SBW25. The phenotypic and genotypic bases of colony switching in the first lineage (Line 1) have been described elsewhere. Here, we deconstruct the evolution of colony switching in the second lineage (Line 6). We show that, as for Line 1, Line 6 colony switching results from an increase in the expression of a colanic acid-like polymer (CAP). At the genetic level, nine mutations occur in Line 6. Only one of these—a nonsynonymous point mutation in the housekeeping sigma factor *rpoD*—is required for colony switching. In contrast, the genetic basis of colony switching in Line 1 is a mutation in the metabolic gene *carB*. A molecular model has recently been proposed whereby the *carB* mutation increases capsulation by redressing the intracellular balance of positive (ribosomes) and negative (RsmAE/CsrA) regulators of a positive feedback loop in capsule expression. We show that Line 6 colony switching is consistent with this model; the *rpoD* mutation generates an increase in ribosomal gene expression, and ultimately an increase in CAP expression.

## Introduction

The repeated appearance of similar phenotypes is a striking feature amid the diversity of life. Many phenotypes have evolved multiple independent times in different lineages (Conway Morris 1999). Examples include the evolution of analogous wing-like structures for flight in pterosaurs, birds, insects, and bats (Alexander 2015), C4 photosynthetic pathways in plants (Sage et al. 2011), and single-lens camera eyes in vertebrates and molluscs (Ogura et al. 2004). An intriguing aspect of repeated phenotypic evolution is the extent to which the underlying genetics are also conserved. It is commonly thought that the degree of genetic parallelism correlates with the degree to which two organisms are related. The accumulation of genetic data in recent years has shown this assumption to be in need of revision. For example, clonal populations of *Escherichia coli* adapt to thermal stress via different genetic routes (Riehle et al. 2001), whereas pigmentation changes in mice and lizards are both underpinned by mutations in the *Mc1r* gene (Nachman et al. 2003; Rosenblum et al. 2004). The increasing number of examples of disparity between genetic parallelism and degree of relatedness (reviewed in Arendt and Reznick 2008) hints at the underappreciated and poorly understood complexity of biological systems.

An evolution experiment with populations of the model bacterium *Pseudomonas fluorescens* SBW25 (Beaumont et al. 2009) has provided an opportunity to characterize a case of repeated phenotypic evolution in unusual detail. Twelve independent populations were subjected to multiple rounds of selection for novel colony morphology. Each round of selection concluded with the isolation of a single colony per population. This colony had a phenotype different from that of the immediate ancestor, and was used to found the subsequent round of selection (fig. 1*A*). The final result was 12 independent evolutionary lineages, each with a clearly defined history of colony phenotypes and underlying genetic changes. Two lineages (Line 1 and Line 6) converged on a striking capacity to stochastically switch between two different colony morphologies at high frequency.

**Fig. 1.**
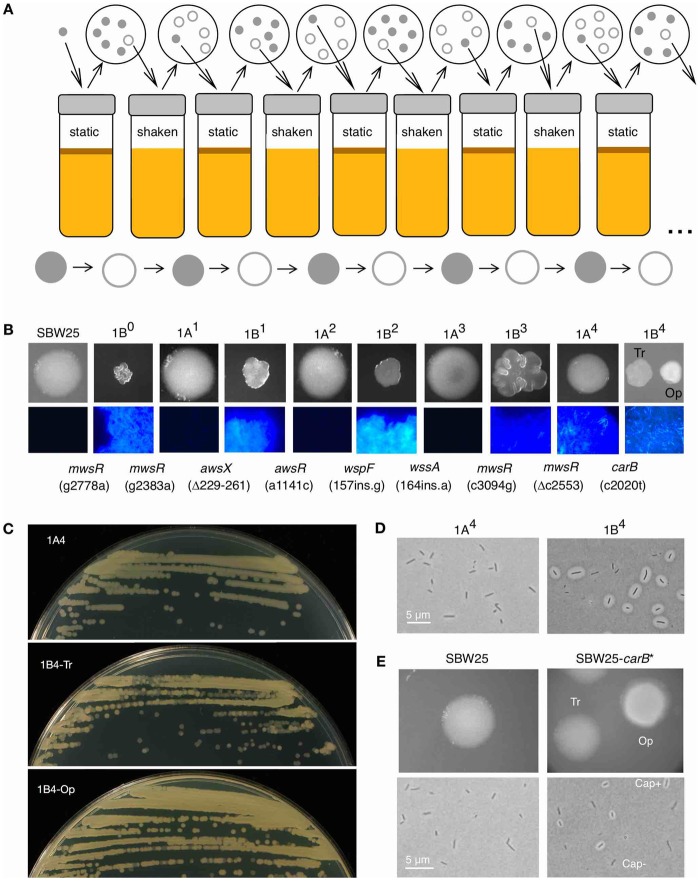
Emergence of colony switching in reverse evolution experiment (REE) Line 1. (*A*) Cartoon of one Line of the 12-Line REE (Beaumont et al. 2009). Populations were subjected to bouts of selection in shaken (environment A) or static (environment B) liquid KB. After each bout, cells were plated on KB agar and a colony with novel morphology was purified and used to start the next round in the opposite environment. (*B*) Line 1 phenotypes and genotypes. Each Line 1 strain produces colonies distinct from those of its immediate ancestor (first row). Strains differ in their ability to produce cellulose (cells grown on KB+calcofluor agar; second row). Mutations are noted as “*gene* (mutation)” at the point of fixation. (*C*) Bi-directional colony switching in 1B^4^. 1A^4^ generates colonies of a single type (top), whereas 1B^4^-Tr (middle) or -Op colonies (bottom) generate a mixture. (*D*) 1B^4^ cells are capsulated (Cap^+^) or noncapsulated (Cap^−^); 1A^4^ cells are generally Cap^−^. (*E*) SBW25 colonies are uniform whereas SBW25-carB* (SBW25 into which the c2020t *carB* mutation is engineered) shows colony bistability. Colonies grown on KB agar (28 °C, 48 h); cells grown in shaken KB (16–24 h) before staining and bright field or fluorescence microscopy. Exposure of some images altered in Preview. Tr, translucent; Op, opaque.

Colony switching in Line 1 has been extensively investigated (Beaumont et al. 2009; Libby and Rainey 2011; Rainey et al. 2011; Gallie et al. 2015; Remigi et al. 2019). Emergent genotype 1B^4^ produces a mixture of opaque and translucent colonies, and a corresponding mixture of capsulated and noncapsulated cells (fig. 1*B* and *C*; Beaumont et al. 2009). The capsule consists of a colanic acid-like polymer (CAP), the ON/OFF expression of which leads to colony switching (Gallie et al. 2015). Nine mutational steps occurred during the evolution of 1B^4^ (fig. 1*B*). The first eight occur in genes involved in the production of c-di-GMP, a secondary messenger that affects the expression of an acetylated cellulosic polymer (cellulose for short; Spiers et al. 2003; McDonald et al. 2009, fig. 1*B*). The final mutation affected the central metabolic gene *carB* (c2020t, giving amino acid change R674C). This mutation, which is alone sufficient to cause colony switching (fig. 1*D*), perturbs intracellular pyrimidine pools (Gallie et al. 2015). Pyrimidine deficiency in 1B^4^ has recently been shown to generate—by a currently unknown mechanism—an increase in intracellular ribosome concentration (Remigi et al. 2019). This has led to the proposal of a translational control model for capsule switching (Remigi et al. 2019). Briefly, the model proposes that capsule switching results from competition for binding sites on the mRNA of *pflu3655–pflu3657*, which encodes transcriptional regulators of CAP biosynthetic genes; ribosome binding results in translation (and promotion of capsulation), whereas RsmAE/CsrA binding inhibits translation (favoring the noncapsulated state). The ribosome increase in 1B^4^ tips the balance of the switch in favor of translation, increasing the probability of capsulation.

In this work, we characterize the phenotypic and genetic bases of colony switching in the second emergent genotype, 6B^4^. Comparisons with 1B^4^ demonstrate that 6B^4^ colony switching is a very similar phenotype realized by a different genetic route. We also show that the two genetic routes are reconciled at the molecular mechanistic level.

## Results

### 6B^4^ Shows Colony and Capsule Instability

The evolutionary history of 6B^4^ includes ten colony phenotypes, with translucent–opaque colony instability emerging after nine rounds of selection (fig. 2*A*). 6B^4^ colonies comprised a mixture of capsulated and noncapsulated cells, and 6B^4^ populations contain a significantly higher proportion of capsulated cells than those of the immediate ancestor, 6A^4^ (fig. 2*B* and *C*; Welch two-sample *t-*test *P* = 1.3 × 10^−4^). Single 6B^4^ cells of either type give rise to mixed Cap^+^/Cap^−^ populations (supplementary text S1, Supplementary Material online). We conclude that colony switching in 6B^4^ has the same underlying phenotypic basis as in 1B^4^: the ON/OFF switching of capsule biosynthesis. However, under the conditions tested, the proportion of capsulated cells is significantly higher in 6B^4^ than in 1B^4^ populations (fig. 2*C*; Welch two-sample *t*-test 1.9 × 10^−4^). In addition, on KB agar 6B^4^ capsules are 1.26–1.83 times larger than those in 1B^4^ (two sample *t*-test for no difference in capsule area *P* = 9.602 × 10^−10^), despite no difference in cell size (two sample *t-*test for no difference in cell area *P* = 0.5236; see supplementary text S1, Supplementary Material online).

**Fig. 2.**
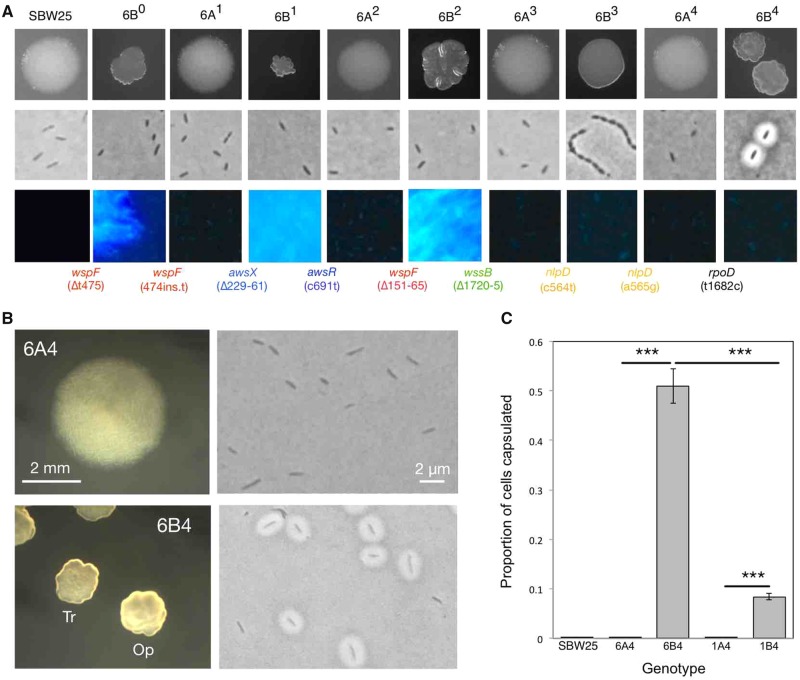
Emergence of colony switching in REE Line 6. (*A*) Phenotypes and genotypes of Line 6: colony morphology on KB agar (row 1), morphology of cells grown in shaken KB microcosms and stained with India ink (row 2), ability of cells grown on KB agar with calcofluor to produce cellulose (row 3), and mutations (shown at point of occurrence; bottom). (*B*) Colony and cell morphologies of 6B^4^ and its nonswitching immediate ancestor, 6A^4^. 6B^4^ gives rise to translucent (Tr) and opaque (Op) colonies, plus capsulated and noncapsulated cells. (*C*) The proportion of capsulated cells in various populations during stationary phase. Each bar is the mean of five replicate populations grown overnight in KB microcosms. Error bars are one standard error and stars denote statistical significance (***P < 0.001). Contrast and/or exposure of some images altered in Preview.

### 6B^4^ Capsule Expression Is Due to Transcriptional Regulation of *wcaJ–wzc*

To identify the genetic basis of the 6B^4^ capsule, 6B^4^ was subjected to transposon mutagenesis. In a screen of ∼10,000 transposon mutants, 55 with altered levels of capsulation were identified, and the transposon insertion site determined for each (supplementary table S1, Supplementary Material online). Microscopic screening of cells showed capsule production to be eliminated in 43 genotypes, and severely reduced in a further nine genotypes. Three genotypes showed an increase in capsule production.

Of the genotypes with eliminated or reduced capsule production, 41 (75%) contained insertions in genes required for the production of a CAP, a polymer previously described as the structural basis of the 1B^4^ capsule (Gallie et al. 2015). These include insertions in genes predicted to encode CAP precursor biosynthetic machinery (e.g., *algC*), CAP biosynthetic machinery (20 genes: *wcaJ–wzc*) and CAP regulators (*pflu3655*, *pflu3656*, *pflu3657*, *gacA/gacS*). A direct deletion of the CAP biosynthetic locus from 6B^4^ resulted in loss of both cell capsulation and colony bistability (supplementary fig. S1, Supplementary Material online). Together these results demonstrate that the structural basis of the 6B^4^ capsule is encoded by the *wcaJ–wzb* locus.

To investigate whether CAP production is controlled at the level of transcription, transcriptional fusions were constructed in 6A^4^ and 6B^4^; *lacZ* was transcriptionally fused to *wcaJ* (*pflu3658*), the first gene in the CAP biosynthetic locus (supplementary text S2; see Supplementary Material online for details). Cotranscription of *wcaJ* and *lacZ* in these strains generates blue colonies (or blue sectors within white colonies) on LB agar supplemented with X-gal. Indeed, 6B^4^-*wcaJ*–*lacZ* produced a mixture of white and blue colonies (supplementary fig. S1, Supplementary Material online), with high proportions of Cap^−^ and Cap^+^ cells, respectively. The same construction in 6A^4^—the immediate switch ancestor—resulted in uniform, nonsectored colonies. 

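In the RNA-seq libraries (3 per morphotype), *wcaJ* (PFLU3658), the gene fused to *lacZ*, had a TMM-normalized count (CPM, counts scaled to a common library total) of 885 ± 293 in 6B4-Cap+ and 16.5 ± 15.2 in 6A4 (mean ± SD, n = 3 each). The log2 fold change was 5.75 (standard error 1.19, adjusted *P* = 0.0200 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Standard errors given with edgeR's test were derived as the absolute log2 fold change over the square root of its F statistic. They add nothing beyond the *P* value. Without each replicate in turn, the log2 fold change stayed between 5.38 and 6.84, and the adjusted *P* lay between 0.0241 and 0.0826. Every 6B4-Cap+ library had a higher count than every 6A4 library. In 6B4-Cap-, the count was 147 ± 197 CPM (SD, n = 3), above all 3 6A4 libraries in 2 of the 3 libraries. The log2 fold change from 6B4-Cap- to 6B4-Cap+ was 2.58 (standard error 1.03, adjusted *P* = 0.646 from the same test). Without each replicate in turn, this change stayed between 2.10 and 4.72. Every 6B4-Cap+ library also had a higher count than every 6B4-Cap- library.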

Together, these results show that CAP expression is at least partially controlled at the level of transcription (later corroborated by RNA-seq data; supplementary tables S3–S5; see Supplementary Material online for details).

### The Structural Basis of the 6B^4^ Capsule Is CAP

To directly investigate composition of the 6B^4^ capsule, extracellular polysaccharide (EPS) was extracted from SBW25, 6A^4^, 6B^4^, 1A^4^, and 1B^4^, and the component sugars from each strain analyzed by chromatography (results for SBW25, 1A^4^, 1B^4^ reported previously in Gallie et al. 2015; supplementary fig. S1 and table S2, Supplementary Material online). The analysis shows differences in the expression of several components: in 6B^4^ relative to 6A^4^, the expression of d-fucose (Fuc), d-glucuronic acid (GlcA), d-galacturonic acid (GalA), and two unknowns are increased. Each of these is also increased in 1B^4^ relative to 1A^4^, indicating that the 1B^4^ and 6B^4^ capsule polymers are very similar.

Thus far, the transposon mutagenesis, strain constructions and structural analysis of the capsule polymers (and later, RNA-seq data) point to the same phenotype for 1B^4^ and 6B^4^: switching between opaque and translucent colonies caused, at the single cell level, by ON/OFF expression of CAP. The only difference observed between the two genotypes lies in the frequency of capsulation and size of capsules (both increased in 6B^4^ relative to 1B^4^).

### The Mutational History of 6B^4^

Next, the genetic basis of 6B^4^ capsule switching was investigated. Whole genome sequencing of 6B^4^ identified seven mutations. This was surprising, as at least nine mutations were expected - one per round of reverse evolution experiment (REE) selection (see fig. 1*A*). Sanger sequencing across the evolutionary series revealed two gaps: SBW25→6B^0^ (selection round 1) and 6B^0^→6A^1^ (selection round 2; table 1, fig. 2*A*). Extensive previous knowledge suggested that these two genotypes almost certainly carried mutations in one of three loci (*wsp*, *aws*, *mwsR*; McDonald et al. 2009). Sanger sequencing of *wspF* revealed a point deletion in 6B^0^ (Δt475) that was reversed in 6A^1^, rendering 6A^1^ isogenic to the wild type SBW25 (fig. 2*A*). The reversal event was not repeated among 20 independent replicates of a single round of REE from 6B^0^, meaning that 6A^1^ is the result of either a rare mutational event, or recovery of SBW25 from previous rounds.

**Table 1.** Mutations in the Line 6 Evolutionary Series.

Strain	Gene		Nucleotide Change	Amino Acid Change	Morph^c^
	*pflu*	Name			
SBW25	—	—	—	—	Smooth
6B^0^	1224	*wspF*	Δt475	ΔS159(40)^a^	Wrinkly
6A^1^	1224	*wspF*	474ins.t	S158ins(178)^b^	Smooth
6B^1^	5211	*awsX*	Δ229–261	Δ77–87(ΔYTDDLIKGTTQ)	Wrinkly
6A^2^	5210	*awsR*	c691t	Q231STOP	Smooth
6B^2^	1224	*wspF*	Δ151–165	Δ51–55(ΔLMDLI)	Wrinkly
6A^3^	0301	*wssB*	Δ1720–1725	Δ574–575(ΔVA)	Smooth
6B^3^	1301	*nlpD*	c565t	Q189STOP	Round
6A^4^	1301	*nlpD*	a566g	STOP189W	Smooth
6B^4^	5592	*rpoD*	t1682c	V561A	Switcher

a ΔS159(40) indicates a frame shift caused by a base deletion; number of new residues before a stop codon is in parentheses.

b S158ins(178) indicates a frame shift by a base insertion; number of new residues prior to a stop codon is in parenthesis.

c Morph indicates phenotype on the basis of colony morphology on KB agar and cellulose production.

The Line 6 mutations occur in a modular, paired fashion. The first six mutations occur in previously identified c-di-GMP producing loci (*awsX/awsR*, *wspF/wssB*); mutations in these loci are known to cause the gain and loss of cellulose production and wrinkly spreader colony morphology (Beaumont et al. 2009; McDonald et al. 2009; Gallie et al. 2015; Lind et al. 2015, 2017; Lind PA, Libby E, Herzog J, Rainey PB, 2019). The sixth mutation—an in-frame, six bp deletion in the cellulose biosynthetic gene *wssB*— -->completely abolishes cellulose production (fig. 2*A*). Accordingly, the next pair of mutations occur in an unrelated locus: *nlpD* (*pflu1301*), which encodes a lipoprotein predicted to have a function in cell wall formation and cell separation in a range of bacteria (Stohl et al. 2016; Lind et al. 2017; Tsang et al. 2017; Yang et al. 2017). The first of these, mutation seven, generates a nonsense mutation in *nlpD* resulting in the production of cell chains and round colonies in 6B^3^ (fig. 2*A*). This mutation has previously been reported to generate a cell chain phenotype in SBW25 (Lind et al. 2017), and similar mutations have been reported in *E. coli* (Uehara et al. 2010), *Vibrio cholerae* (Möll et al. 2014), and *Yersinia pestis* (Tidhar et al. 2009). In short, NlpD is an activator of cell division protein AmiC; inactivation of NlpD leads to incomplete cell division. Mutation eight converts the *nlpD* nonsense mutation into a tryptophan residue, reversing the cellular and colony phenotypes (fig. 2*A*). The final mutation, with which colony switching emerges, is in *rpoD* (t1682c, resulting in amino acid change V561A). This gene encodes the housekeeping sigma factor (σ^70^) that controls transcription of many genes involved in cell growth and division (Schulz et al. 2015).

There are two notable points of similarity and contrast between the evolutionary histories of 6B^4^ (fig. 2*A*) and 1B^4^ (fig. 1*B*). First, both lineages begin in a similar fashion with mutations affecting cellulose production and wrinkly spreader colony morphology. In Line 6, mutational routes to the wrinkly spreader phenotype are presumably rendered inaccessible by the sixth mutation (in *wssB*), providing an opening for a pair of mutations in *nlpD*. Contrastingly, cellulose production is not abolished in Line 1, with 1B^4^ staining positive for cellulose (Gallie et al. 2015, fig. 1*B*). Accordingly, Line 1 mutations are in cellulose-affecting loci up until the final, switch-causing mutation. Second, the final mutation in each lineage—that with which colony switching emerges—is a nonsynonymous point mutation in different and, at first glance, functionally unrelated housekeeping genes.

### The *rpoD* t1682c Mutation Alone Generates an Increase in Capsulation

To confirm that the final mutation causes colony switching in the presence of the prior mutations, t1682c *rpoD* was engineered into the immediate ancestor, giving 6A^4^-rpoD* (supplementary text S2, Supplementary Material online). 6A^4^-rpoD* gives rise to high-level colony and CAP switching, showing the same proportion of capsulated cells as 6B^4^ (two sample *t*-test *P* = 0.45; fig. 3). The *rpoD* mutation was then engineered into the distant ancestor, SBW25, in the absence of any other mutations. The resulting genotype, SBW25-rpoD*, also showed distinct colony types and a high level of capsulation. A capsule counting assay revealed that whereas the *rpoD* mutation alone was sufficient to cause switching, SBW25-rpoD* showed a lower degree of capsulation than 6B^4^ (two sample *t*-test *P* = 1.6 × 10^−3^; fig. 3*B*). Therefore, whereas the *rpoD* mutation does cause CAP switching, one or more of the prior mutations—or additional mutations that were not identified by analysis of the genome sequencing data—contribute(s) quantitatively to 6B^4^ capsule switching. This is in contrast to the c2020t *carB* mutation in Line 1, which alone accounts for 1B^4^ capsule switching (Gallie et al. 2015).

**Fig. 3.**
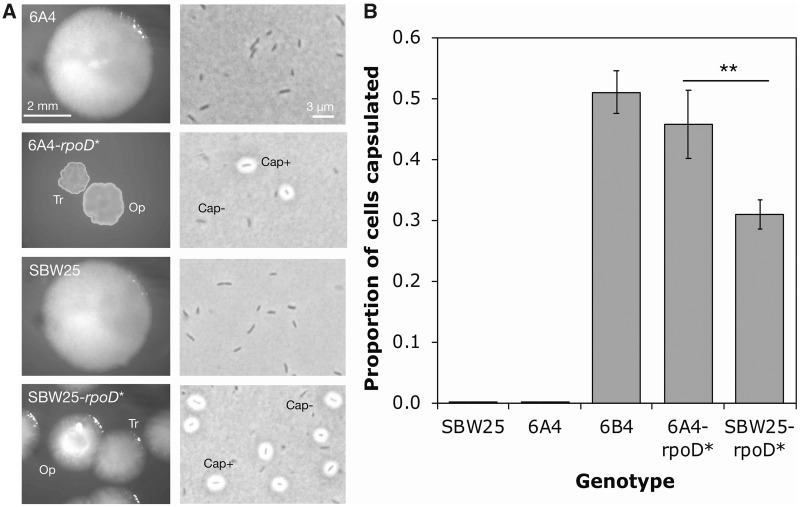
The t1682c *rpoD* mutation causes the emergence of capsule switching in both the presence and absence of the other Line 6 mutations. (*A*) Engineered strains carrying the *rpoD* mutation develop a mixture of Tr/Op colonies on KB agar after 48 h, and a mixture of Cap^+^/Cap^−^ cells (cells grown overnight in KB glass microcosms and stained with India ink before bright field microscopy). Saturation and brightness of some photographs altered in Preview. (*B*) The proportion of capsulated cells in populations of various genotypes during stationary phase. Each bar represents the mean of five replicate populations grown overnight in KB glass microcosms. Error bars represent one standard error and stars show statistical significance (**0.01 < *P* < 0.001).

### Repeated Evolution of Switcher Genotypes Reveals Additional *rpoD* Mutations

To identify additional mutations able to cause capsule switching in 6A^4^, new switcher genotypes were evolved from 6A^4^. Each of 56 independent microcosms was inoculated with 6A^4^ and put through a single round of the REE (Beaumont et al. 2009). Nine new switcher genotypes were isolated from nine independent microcosms (genotypes Re1–Re9; supplementary text S1 and S2, Supplementary Material online). Sequencing of *rpoD* revealed a single, nonsynonymous point mutation in each; eight of the new switchers (Re1–Re8) contain mutation a1723c leading to amino acid change T575P, whereas one (Re9) carries a1745c causing amino acid change Q582P. All three *rpoD* mutations (t1682c, a1723c, a1745c) are located in the H–T–H motif that interacts with the −35 consensus sequence of σ^70^ dependent promoters (Hu and Gross 1988; Siegele et al. 1989, fig. 4*A*). Interestingly, mutation a1723c leads to a significantly higher capsulation rate than the others (two sample *t*-tests *P* < 0.001; fig. 4*B* and *C*).

**Fig. 4.**
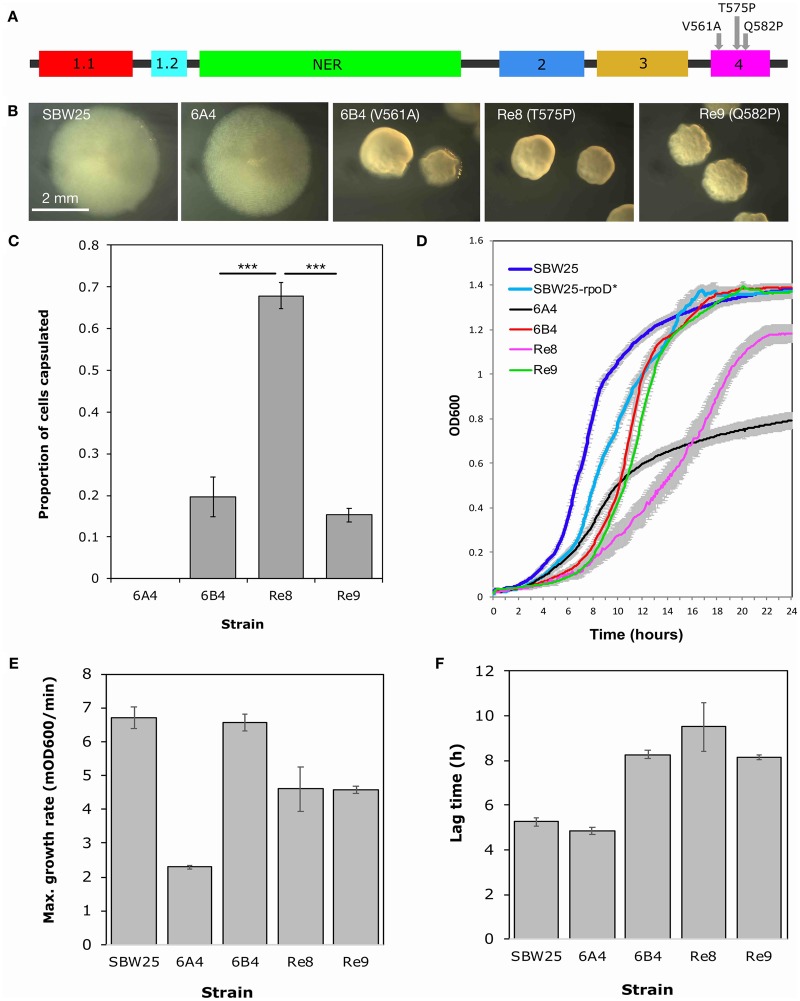
Three *rpoD* mutations have different effects on capsulation and growth. Three amino acid substitutions leading to switching have been identified in σ^70^. Each of these changes occurs in region 4, which encodes an H–T–H motif that binds to the −35 consensus sequence of σ^70^-dependent promoters.Nonessential region (*A*). In each case, the amino acid substitution leads to the emergence of two colony phenotypes or sectored colonies (*B*; colonies grown on KB agar for ∼56 h) and an increase in capsulation during a capsule counting assay in stationary phase (*C*; bars are the mean of five replicates). (*D*) Twenty-four-hour growth curves in shaken KB medium at 28 °C. Measurements were taken every 5 min, with eight replicates for each strain (against KB blanks). Mean maximum growth rates (*E*) and lag times (*F*) were calculated using a sliding window of six data points. Error bars on all graphs how one standard error.

Changes in a gene as central as *rpoD* are expected to have major effects on cell growth. Indeed, the growth profiles of each *rpoD* mutant differ from those of the ancestral strains (fig. 4*D*). The *rpoD* mutations increase growth rate and final density—at the cost of a longer lag phase—in comparison with 6A^4^ (fig. 4*D*–*F*). These results are consistent with the *rpoD* mutations affecting σ^70^ activity during exponential growth.

### Epistatic Interactions in Line 6 and Line 1

Nine independent switchers isolated from 6A^4^ each carried a point mutation in *rpoD* (see above and fig. 4*A*). Six independent switchers isolated from 1A^4^ each carried a point mutation in a pyrimidine biosynthetic gene (five in *carB*, one in *pyrH*; Gallie et al. 2015). To investigate this striking degree of lineage-dependent repeated evolution, the *rpoD* and *carB* mutations were swapped into the opposing backgrounds. That is, t1682c *rpoD* (from 6B^4^) was engineered into 1A^4^ (giving 1A^4^-rpoD*) and c2020t *carB* (from 1B^4^) was engineered into 6A^4^ (giving 6A^4^-carB*; supplementary text S2, Supplementary Material online). The engineered genotypes showed characteristic switcher colony morphologies (fig. 5*A*) and an increase in capsulation (fig. 5*B*; Wilcoxon rank sum tests *P* = 0.02857), demonstrating that the *rpoD* and *carB* mutations cause switching in both genetic backgrounds. Notably the *rpoD* mutation causes a significantly higher capsulation rate than the *carB* mutation in both Line 6 and Line 1 (fig. 5*B*; one-sided Wilcoxon rank sum test *P* = 0.01429 and one-sided two sample *t*-test *P* = 9.7 × 10^−4^, respectively). Next a competition experiment was performed under REE conditions between the evolved and engineered types from each Line (i.e., 6B^4^ vs. 6A^4^-carB* and 1B^4^ vs. 1A^4^-rpoD*). In each case, the evolved genotype outcompeted the engineered genotype—the *rpoD* mutation is fitter than the *carB* mutation in 6A^4^, and vice versa in 1A^4^ (fig. 5*C*). These results demonstrate epistatic interactions between switch-causing and prior mutation(s) in each Line.

**Fig. 5.**
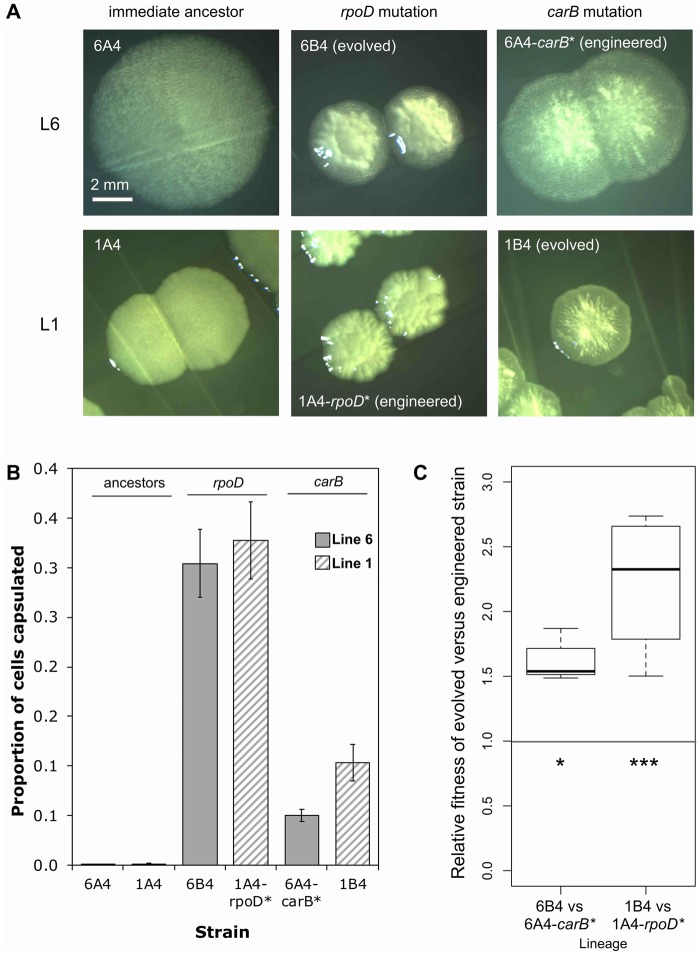
The fitness effect of switch-causing *rpoD* and *carB* mutations is lineage dependent. (*A*) The t1682c *rpoD* and c2020t *carB* mutations both cause colony switching in the 6A^4^ and 1A^4^ backgrounds (seen as two colony types and/or sectors on KB agar, 72 h). (*B*) A capsule counting assay in stationary phase shows that the *rpoD* and *carB* mutations cause an increase in capsulation relative to the immediate ancestor in both lineages (Wilcoxon rank sum tests *P* = 0.02857*). Bars = mean of four replicates, error bars are one SE. (*C*) Box plots of the fitness of the evolved type versus the engineered type in Line 6 and Line 1. Competition assays (1:1) were performed under the REE conditions in which the evolved types were originally isolated (72-h static microcosms). Values greater than 1 indicate a higher relative fitness of the first competitor (evolved types). Both competitions show a significant deviation from 1 (one-sided one sample *t*-test *P < 0.05, ***P < 0.001).

### Gene Expression Differences in the Presence of the t1682c *rpoD* Mutation (RNA-seq)

Changes in the σ^70^-promoter recognition and binding domain are expected to affect expression from σ^70^-dependent promoters (or a subset thereof). Thus, the effect of the t1682c *rpoD* mutation on intracellular mRNA pools was investigated. Total mRNA was isolated from three biological replicates of exponentially growing 6A^4^, 6B^4^-Cap^−^, and 6B^4^-Cap^+^. 

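The authors aligned the reads of each library to the SBW25 genome with Bowtie2 and counted them per gene with HTSeq. The deposited values are these raw counts on 6033 genes, without normalization. 6A4 cells were taken directly from the cultures, and 6B4-Cap- cells were harvested from larger volumes by centrifugation. Ribosomal RNA was depleted before library preparation. The total count per library ranged from 8010303 to 10495056 in 6A4 (median 8201670), from 8532209 to 9597612 in 6B4-Cap- (median 9062474) and from 9427158 to 9891503 in 6B4-Cap+ (median 9555240). In these 9 libraries, 3 counts, taken as the floor, correspond to 0.286 to 0.375 CPM of the total count, before TMM correction. After TMM correction, 3 counts were 0.772 CPM in 6B4-Cap+ replicate 1. Such floors cover counting error only.
The counts were normalized with edgeR's TMM factors and tested with its quasi-likelihood test, with Benjamini-Hochberg adjustment over 5918 genes that passed its filter on low counts. Normalized counts are given as CPM, counts scaled to a common library total after TMM correction. Fold changes are those of the second morphotype over the first. The 3 libraries of SBW25 from the same series entered the fit to help estimate the spread between replicates. The biological coefficient of variation was 49.3%. With simulated changes added to counts of this spread, the test called 58% of genes changed 4-fold and 84% of genes changed 8-fold, and 2% of genes changed 2-fold. One library, 6B4-Cap+ replicate 1, had a TMM factor of 0.407, where the others lay between 0.939 and 1.25. The 10 genes with the most counts took 47.6% of its total, and 17.3% to 27.8% of the others.
Over all 4 groups, libraries with the same replicate number resembled each other more than libraries with different numbers. The mean correlation of their deviations from the morphotype's mean was 0.236, against -0.0992 for different numbers, and 10 of 216 renumberings of the replicates gave as high a value. This correlation was 0.843 between SBW25 and 6A4, 0.188 between 6A4 and 6B4-Cap-, and 0.234 between 6B4-Cap- and 6B4-Cap+. Between 6A4 and 6B4-Cap+ it was -0.0376, against 0.0126 for different numbers, so no such likeness was seen there. The pairing is read from the sample labels, and the labels name no batch. The paper grew 3 colonies each of 6A4 and 6B4, so 6B4-Cap- and 6B4-Cap+ appear to be fractions of the same cultures. The main test and the exact permutation tests treat these fractions as independent. Counts of differentially expressed genes are therefore also given with the replicate number as a block. DESeq2, the package the paper names, was run with its Wald test as an alternative.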

RNA-seq was performed on the mRNA fraction, and three comparative analyses were generated: (A) 6A^4^ versus 6B^4^-Cap^−^, (B) 6A^4^ versus 6B^4^-Cap^+^, and (C) 6B^4^-Cap^−^ versus 6B^4^-Cap^+^. A list of genes with detectable expression levels (∼98% of all predicted genes in the SBW25 genome [Silby et al. 2009]) was generated for each comparison, and the three lists were then further split into genes with and without statistically significantly different expression levels (supplementary tables S3–S5, Supplementary Material online).

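Of the 6033 genes counted, 6010 (99.6%) had at least 1 count among the 6 libraries of comparison A, 6011 (99.6%) in comparison B and 6010 (99.6%) in comparison C. Single libraries had counts on 5962 to 6003 genes. The lowest number was that of 6B4-Cap+ replicate 1. A gene without a count was not detectable at this depth.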

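In comparison B, 523 of the 5918 genes tested had an adjusted *P* below 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Comparison C gave 31 such genes and comparison A gave 1. At an unadjusted *P* below 0.05, the numbers were 1863 in B, 994 in A and 420 in C, where 296 would be expected by chance. The number of genes depended on the test and on the fit. On the same counts, DESeq2's Wald test gave 1463 genes in B, 522 in A and 87 in C. In simulated counts with the spread of the libraries and 200 genes changed, 20.3% of DESeq2's calls (37 genes) and 1.7% of edgeR's (2 genes) fell on unchanged genes. These shares depend on how many genes change, so they do not carry over to the counts given here. With the replicate number as a block, edgeR gave 585 genes in B, 86 in A and 52 in C. Leaving out each replicate in turn gave between 100 and 713 genes in B, 0 or 1 in A, and between 0 and 34 in C. At an unadjusted *P* below 0.05, these fits held at least 567 genes in A and 177 in C. With only the 2 morphotypes compared in the fit, B gave 46 genes, C gave 30 and A gave 0 (1437 in A at an unadjusted *P* below 0.05). With a block in such a fit, A gave 10 genes and B and C gave 0 (781 in B and 230 in C at an unadjusted *P* below 0.05). Under the other settings with all replicates, B had the most genes.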

The greatest number of genes showing statistically significantly different expression was found in comparison B, 6A^4^ versus 6B^4^-Cap^+^, indicating that these are the two most physiologically distinct morphotypes. 

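Of the 523 genes of comparison B, 260 were more highly expressed in 6A4 and 263 in 6B4-Cap+. This balance depended on single libraries. Without each 6A4 replicate in turn, the numbers were 99 and 54, 168 and 76, and 70 and 30. Without each 6B4-Cap+ replicate they were 291 and 362, 232 and 481, and 187 and 423. Among the 38 flagella genes, 37 were lower in 6B4-Cap+, and 30 of them had an adjusted *P* below 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Their log2 fold changes ranged from -7.18 to 0.60, with a median of -3.75. The largest changes were then taken among all genes tested that passed this threshold and whose libraries did not overlap. The largest falls were in *flgF* (-7.18, standard error 1.15, adjusted *P* = 0.00783), PFLU4442, a putative sensor kinase (-5.86, standard error 0.88, adjusted *P* = 0.00582), and *fliN* (-5.84, standard error 0.94, adjusted *P* = 0.00783). In 6B4-Cap+ replicate 1, *fliN* had 3 counts, at the floor, and *flgF* had 7. All 24 CAP genes were higher in 6B4-Cap+ with an adjusted *P* below 0.05, and their log2 fold changes ranged from 4.37 to 9.08, with a median of 6.27. By the same rule, the largest rises were in *pflu3655* (9.08, standard error 1.69, adjusted *P* = 0.0128), *wzc* (PFLU3677, 7.69, standard error 1.22, adjusted *P* = 0.00757) and *gmd* (PFLU3668, 7.33, standard error 1.52, adjusted *P* = 0.0200). In each of these 6 genes, as the rule required, the 3 libraries of one morphotype all lay above the 3 of the other. The two-sided exact permutation test then gives *P* = 0.1, the smallest value that 3 cultures against 3 allow, and adds no evidence. All 13 alginate genes were higher in 6B4-Cap+, 7 of them with an adjusted *P* below 0.05, by log2 fold changes from 0.10 to 3.86 (median 2.15). The Wald test of DESeq2 gave 31 flagella, 22 CAP and 10 alginate genes, with 642 genes higher in 6A4 and 821 in 6B4-Cap+.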

Of the 1,438 genes identified, 612 were more highly expressed in the ancestral 6A^4^ (including 33 flagella biosynthetic genes), and 826 were more highly expressed in 6B^4^-Cap^+^ (including 24 CAP and seven alginate biosynthetic genes). Comparison A, 6A^4^ versus 6B^4^-Cap^−^, identified 495 differentially expressed genes with statistical significance, 427 (86%) of which are shared with comparison B. Comparison of 6B^4^-Cap^−^ and 6B^4^-Cap^+^ identified 82 significantly differently expressed genes, 52 of which are more highly expressed in 6B^4^-Cap^−^ (including 30 flagella biosynthetic genes) and 30 in 6B^4^-Cap^+^ (including 12 CAP genes). 

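In comparison A, the gene with an adjusted *P* below 0.05 was PFLU4326, annotated as a putative membrane protein. Its log2 fold change was 4.19 (standard error 0.53, adjusted *P* = 0.0366 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from 5.54 ± 2.23 to 102 ± 56.9 CPM (SD, n = 3). It was also higher in 6B4-Cap+ than in 6A4, by 4.28 on the log2 scale (adjusted *P* = 0.00382). No other gene of comparison A had an adjusted *P* below 0.05. Of the 994 genes with an unadjusted *P* below 0.05 in A, 988 changed in the same direction in B, and 372 of these had an adjusted *P* below 0.05 in B. Both comparisons use the same 6A4 libraries. With DESeq2, the Wald test gave 522 genes in A (314 higher in 6A4 and 208 in 6B4-Cap-), of which 453 (86.8%) were shared with B. With the replicate number as a block, edgeR gave 86 genes in A, of which 77 (89.5%) were shared with B.
In comparison C, all 31 genes with an adjusted *P* below 0.05 were more highly expressed in 6B4-Cap-, and 23 of them were flagella genes. Among those whose libraries did not overlap, the largest changes were in *flgF* (log2 fold change -6.16, standard error 1.10, adjusted *P* = 0.0410), *fliN* (-5.59, standard error 0.93, adjusted *P* = 0.0291) and *fliO* (PFLU4426, -5.32, standard error 1.00, adjusted *P* = 0.0468). In 6B4-Cap+ replicate 1, these 3 genes had 7, 3 and 0 counts, at or near the floor. The 24 CAP genes were all higher in 6B4-Cap+, by 2.12 to 4.14 on the log2 scale (median 2.62). None had an adjusted *P* below 0.05, and 19 had an unadjusted *P* below 0.05. DESeq2's Wald test gave 87 genes in C, 57 higher in 6B4-Cap- (29 of them flagella genes) and 30 higher in 6B4-Cap+ (11 CAP genes). The replicate block gave 52 genes, 36 higher in 6B4-Cap- (24 flagella genes) and 16 higher in 6B4-Cap+ (13 CAP genes). The block pairs the 6B4-Cap- and 6B4-Cap+ libraries by number, and the main test does not.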

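The TMM-normalized count of *rpoD* (locus PFLU5592) was 3671 ± 538 CPM in 6B4-Cap+ and 2162 ± 443 CPM in 6A4 (SD, n = 3 each). The ratio of the means was 1.70, or 1.75 with DESeq2's size factors. The log2 fold change was 0.77 (standard error 0.32, adjusted *P* = 0.132 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every 6B4-Cap+ library had a higher count than every 6A4 library (two-sided exact permutation test, *P* = 0.1, the smallest value that 3 cultures against 3 allow). With each replicate left out in turn, the log2 fold change stayed between 0.62 and 0.93. The Wald test of DESeq2 gave a log2 fold change of 0.81 with an adjusted *P* of 0.00554. With the replicate number as a block, edgeR gave 0.78 (adjusted *P* = 0.136).

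**Figure D1:**
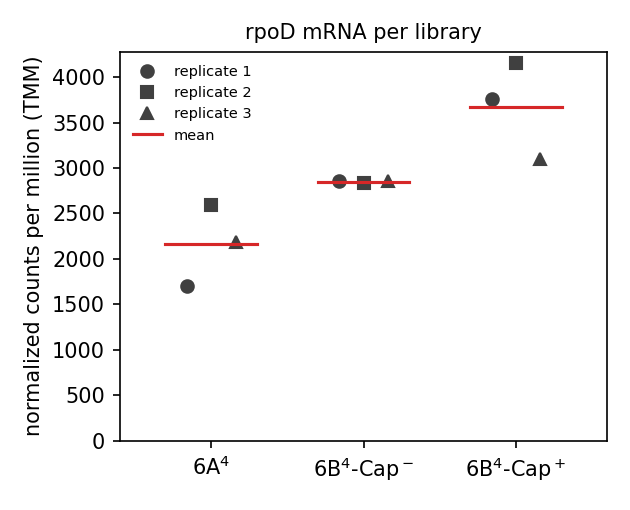
TMM-normalized counts (CPM) of *rpoD* in each library of 6A4, 6B4-Cap- and 6B4-Cap+. Points are the 3 replicates by marker shape and red lines are means. The means are 2162, 2847 and 3671 CPM, and each 6B4-Cap+ library lies above each 6A4 library.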

Notably, mutant *rpoD* was found to be ∼1.74 times more highly expressed in 6B^4^-Cap^+^ than the wild type *rpoD* counterpart in 6A^4^ (adjusted *P* = 0.0324) indicating that the t1682c *rpoD* mutation leads to activation of *rpoD* transcription and/or inhibition of mRNA degradation (supplementary table S4, Supplementary Material online). 

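In 6B4-Cap-, the count of *rpoD* was 2847 ± 14.9 CPM (SD, n = 3). Its 3 libraries lay above all 6A4 libraries and below all 6B4-Cap+ libraries (two-sided exact permutation test, *P* = 0.1 for each pair). The log2 fold change was 0.40 from 6A4 to 6B4-Cap- (standard error 0.32, adjusted *P* = 0.579 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.37 from 6B4-Cap- to 6B4-Cap+ (standard error 0.32, adjusted *P* = 0.830). With DESeq2, the Wald test gave adjusted *P* values of 0.328 and 0.496.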

Levels of *rpoD* mRNA in 6B^4^-Cap^−^ are intermediate between those in 6A^4^ and 6B^4^-Cap^+^, as no significant difference in *rpoD* mRNA levels was detected between 6B^4^-Cap^−^ and either of the other two types (supplementary tables S3 and S5, Supplementary Material online). A further five putative sigma factors are more highly expressed in 6B^4^-Cap^+^ than in 6A^4^ (*rspL*, *pflu2609*, *pflu2725*, *pflu3898*, *pflu4613*), indicating a general shift in gene expression.

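All 5 genes had higher mean counts in 6B4-Cap+ than in 6A4, and 3 had an adjusted *P* below 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. These were *pflu2725* (log2 fold change 1.35, standard error 0.33, adjusted *P* = 0.0325), *pflu3898* (1.37, standard error 0.35, adjusted *P* = 0.0376) and *pflu4613* (1.26, standard error 0.35, adjusted *P* = 0.0470). In *rspL*, the change was 2.46 (standard error 0.75, adjusted *P* = 0.0622), and without 6B4-Cap+ replicate 1 it fell to 0.78. In *pflu2609*, the change was 1.72 (standard error 0.69, adjusted *P* = 0.122), and without each replicate in turn it lay between 0.80 and 2.48. The counts of *pflu2609* and *pflu2725* were low, 5.20 ± 4.50 and 4.10 ± 1.23 CPM in 6B4-Cap+ (SD, n = 3). All 5 genes had an unadjusted *P* below 0.05, and an adjusted *P* below 0.05 by DESeq2's Wald test. Leaving out each replicate in turn gave between 0 and 4 of the 5 genes.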

A direct comparison of the changes in gene expression resulting from the *rpoD* (Line 6) and *carB* (Line 1) mutations may provide insight into molecular similarities between the strains. The equivalents of the above comparisons have been previously published for Line 1 (GEO GSE48900; Gallie et al. 2015). Although the numbers of differentially expressed genes are much higher in the Line 1 comparisons—most likely attributable to there being only a single biological replicate for each Line 1 morphotype—the overall pattern remains; the highest number of differentially expressed genes is between 1A^4^ and 1B^4^-Cap^+^, and the lowest between 1B^4^-Cap^−^ and 1B^4^-Cap^+^. A “comparison of comparisons” was performed, whereby each of comparisons A, B, and C for Line 6 was equated to the Line 1 counterpart. Lists of shared and unique genes for comparisons A, B, and C were generated (supplementary table S6, Supplementary Material online). 

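The Line 1 libraries were not analysed here, and its genes were taken from supplementary table S6. Of the 31 genes of comparison C in Line 6 with an adjusted *P* below 0.05 by edgeR's quasi-likelihood test, 4 were on the Line 1 lists with the same direction. All 4 were higher in the Cap- forms, and 3 were flagella genes. DESeq2's Wald test gave 24 common genes, of which 9 were higher in the Cap- forms and included 4 flagella genes. With the replicate number as a block, edgeR gave 15 common genes, 4 of them higher in the Cap- forms.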

For comparison C, B^4^-Cap^−^ versus B^4^-Cap^+^, 26 genes are common between Line 6 and Line 1; nine of these are more highly expressed in Cap^−^ forms compared with the Cap^+^, and include four flagella genes and five genes of unknown function. 

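No gene with a higher count in 6B4-Cap+ had an adjusted *P* below 0.05 in comparison C by edgeR's quasi-likelihood test, so none could be common to both Lines. At an unadjusted *P* below 0.05, 126 genes were higher in 6B4-Cap- and 294 in 6B4-Cap+. The Wald test of DESeq2 gave 15 common genes that were higher in the Cap+ forms, and 6 of these were CAP genes. The replicate block gave 11, of which 9 were CAP genes.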

The remaining 17 genes are more highly expressed in the Cap^+^ forms than in the Cap^−^, and include seven CAP genes, a transcriptional regulator, an inorganic ion transport gene and eight genes of unknown function. Together, the results corroborate the finding that capsules and flagella are mutually exclusive. 

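In 6B4-Cap+, all 24 CAP genes were higher than in 6A4, and 37 of the 38 flagella genes were lower. In comparison C, all 24 CAP genes were higher and 34 of the 38 flagella genes lower in 6B4-Cap+. The median log2 fold changes were 2.62 for the CAP genes and -3.61 for the flagella genes. In 6B4-Cap-, all 24 CAP genes were also higher than in 6A4 (log2 fold changes 2.24 to 4.95, median 3.67), and 29 flagella genes were lower (median -0.27). Expressed as a share of the change from 6A4 to 6B4-Cap+, the mean 6B4-Cap- level of the CAP genes corresponded to a median of 14.1%. By replicate this share was 35.0%, 4.98% and 2.32%. For the flagella genes, the median was 18.0%, and 43.8%, 17.7% and 1.52% by replicate.

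**Figure D2:**
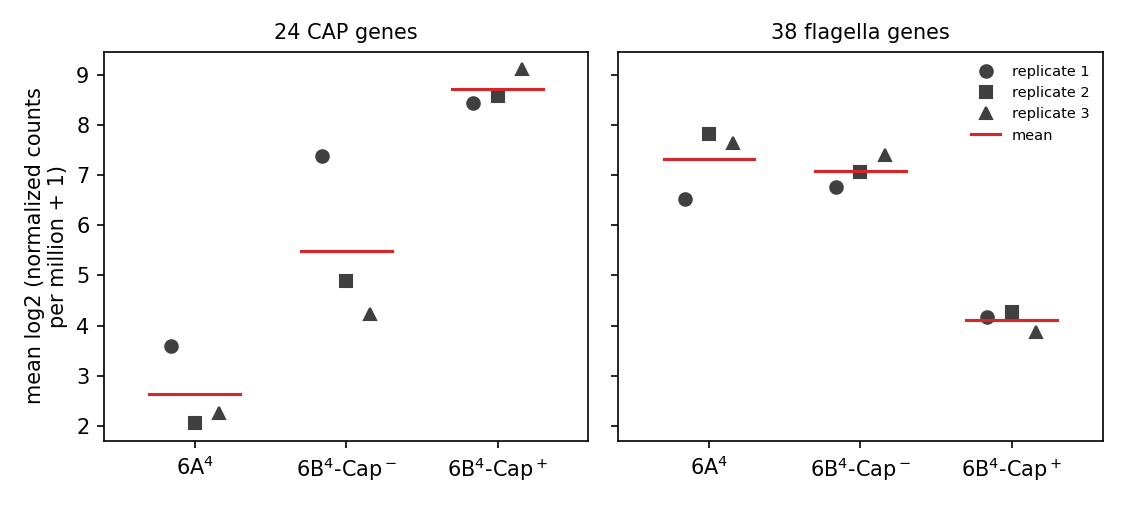
Mean log2 TMM-normalized counts (log2 CPM) of the 24 CAP genes and the 38 flagella genes in each library of 6A4, 6B4-Cap- and 6B4-Cap+. Points are the 3 replicates by marker shape and red lines are means. The CAP genes are highest and the flagella genes lowest in 6B4-Cap+.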

A similar finding has recently been reported in *Cronobacter sakazakii*, in which induction of colanic acid biosynthesis is accompanied by a reduction in flagella gene expression (Chen et al. 2018).

### Genes Encoding Ribosomal Proteins Are Overexpressed in 6B^4^

The recently proposed ribosome–RsmAE model of 1B^4^ capsule switching postulates that capsulation is controlled by the combined intracellular pool of ribosomes, RNA-binding proteins RsmA/RsmE and *pflu3655–pflu3657* mRNA (Remigi et al. 2019, fig. 6*A* and *B*). According to the model, ribosomes and RsmAE compete for binding sites in *pflu3655–pflu3657* mRNA; ribosome binding results in translation of transcriptional activators Pflu3655, Pflu3656, and Pflu3657, the downstream targets of which include *pflu3655–pflu3657* and capsule biosynthetic genes. Thus, transcription of *pflu3655–pflu3657* activates a positive feedback loop that triggers capsulation. RsmAE binding results in inhibition of *pflu3655–pflu3657* mRNA translation, and thus promotes the noncapsulated state. RsmA and RsmE function (discussed in Vakulskas et al. 2015; Remigi et al. 2019) is under the immediate control of two small, noncoding RNAs: rsmY and rsmZ. These are each predicted to contain multiple RsmAE binding sites, allowing them to act as molecular sponges that remove RsmAE from the pool. Finally, rsmYZ expression is itself under the control of at least two master regulators: positive control by the GacA/GacS phosphorelay system (*pflu2189/pflu3777*; Lapouge et al. 2007) and repression by the transcriptional regulator MvaT (*pflu4939*; Brencic et al. 2009).

**Fig. 6.**
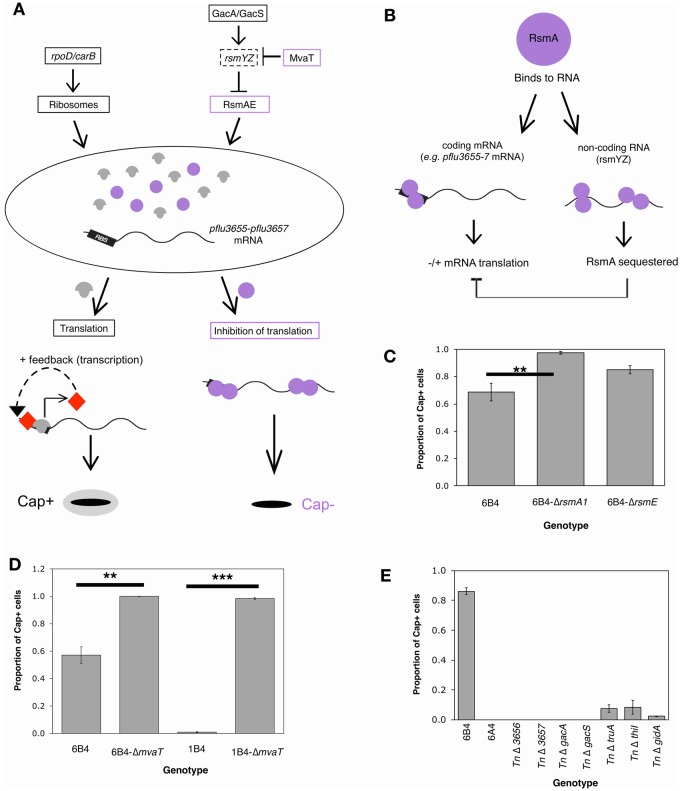
The ribosome–RsmAE model of capsule switching in 6B^4^. (*A*) As *per*Remigi et al. (2019), relative pools of three molecules determine Cap state: ribosomes (gray mushrooms), RsmAE (purple circles), *pflu3655* mRNA. Initially, ribosomes and RsmAE compete for binding sites on *pflu3655* mRNA. If ribosomes bind then translation follows, giving Pflu3655 (red diamond) and CAP synthesis. Pflu3655 forms a positive feedback loop (*pflu3655* transcription) that maintains the Cap^+^ state. Change to Cap^−^ requires RsmAE to outcompete the other components (reduction of *pflu3655* mRNA and/or production of RsmA/E). Intracellular components are predicted to influence Cap positively (black boxes) or negatively (purple boxes) by altering relative pools. Solid outlines = components with supporting evidence, dotted lines = untested. (*B*) Model of RsmAE function in *Pseudomonas fluorescens* SBW25. RsmAE binds to RNA sequences found in short RNAs (rsmYZ; right) and various promoters (left). The net binding of RsmAE to a promoter affects translation of the mRNA through competitive binding with other translational machinery (e.g., ribosomes). (*C*) *rsmA1* deletion in 6B^4^ increases Cap^+^ in exponential phase (two sample *t-*test *P* = 1.112 × 10^−3^). (*D*) *mvaT* (*pflu4939*) deletion in 6B^4^ or 1B^4^ increases Cap^+^ in exponential phase (Wilcoxon test *P* = 0.009761; two sample *t*-test *P =* 1.952 ×10^−15^). (*E*) Nonpolar insertions in *pflu3656*, *pflu3657*, RsmAE regulators (*gacA*, *gacS*), and translation machinery (*truA*, *gidA*, *thiI*) reduce 6B^4^ capsulation in exponential phase. Bars = mean of 5 (*B*, *C*) or 3 (*D*) replicates, error bars 1 SE.

The above model predicts that genotypes with increased capsulation (such as 6B^4^) contain higher levels of *pflu3655–3657* mRNA as a result of a net increase in ribosomes. 

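Between 6A4 and 6B4-Cap+, all 3 genes had an adjusted *P* below 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The log2 fold change was 9.08 for *pflu3655* (standard error 1.69, adjusted *P* = 0.0128), 6.71 for *pflu3656* (standard error 0.95, adjusted *P* = 0.00507) and 6.36 for *pflu3657* (standard error 0.87, adjusted *P* = 0.00461). Between 6A4 and 6B4-Cap-, the log2 fold changes were 4.95 (standard error 1.41, adjusted *P* = 0.139), 3.64 (standard error 0.82, adjusted *P* = 0.0880) and 3.25 (standard error 0.76, adjusted *P* = 0.0929). In all 3 genes, every 6B4-Cap- library lay above every 6A4 library and below every 6B4-Cap+ library (two-sided exact permutation test, *P* = 0.1 for each pair, the smallest value that 3 cultures against 3 allow). With DESeq2, the Wald test gave adjusted *P* values of 0.000465, 5.93e-05 and 0.000184 for 6A4 against 6B4-Cap-. With the replicate number as a block, edgeR gave 0.00569, 0.0455 and 0.0252.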

Consistent with the model, *pflu3655*, *pflu3656*, and *pflu3657* mRNA levels are significantly higher in 6B^4^-Cap^+^ and 6B^4^-Cap^−^ than in 6A^4^. Indeed *pflu3655* is the most highly differentially expressed gene in all three RNA-seq comparisons: it is expressed 572-fold more highly in 6B^4^-Cap^+^ than in 6A^4^, 31-fold more highly in 6B^4^-Cap^−^ versus 6A^4^, and 19-fold more highly in 6B^4^-Cap^+^ versus 6B^4^-Cap^−^ (supplementary tables S3–S5, Supplementary Material online). Furthermore, the *rpoD* mutation leads to an increase in the mRNA of genes encoding ribosomal proteins (fig. 6*A*); 40 and 43 (of 53) genes encoding ribosomal protein show increased expression in 6B^4^-Cap^+^ compared with 6A^4^ and 6B^4^-Cap^−^, respectively (supplementary table S7, Supplementary Material online). 

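The TMM-normalized counts of *pflu3655* were 27.5, 4.37 and 4.49 CPM in the 3 6A4 libraries, 932, 88.1 and 90.7 in 6B4-Cap-, and 15386, 1805 and 2438 in 6B4-Cap+. The ratio of the means was 539 between 6B4-Cap+ and 6A4, 30.5 between 6B4-Cap- and 6A4, and 17.7 between 6B4-Cap+ and 6B4-Cap-. With DESeq2's size factors, these ratios were 573, 30.5 and 18.8. Without each replicate in turn, the log2 fold change lay between 7.52 and 10.5 in comparison B. It lay between 2.88 and 6.38 in comparison A and between 2.55 and 6.20 in comparison C. In all 3 morphotypes, replicate 1 had the highest count, and the log2 fold change in comparison C, 4.14 (standard error 1.35, adjusted *P* = 0.642 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), became 4.36 (adjusted *P* = 0.00162) with the replicate number as a block. In each comparison, *pflu3655* had the largest rise in log2 fold change of the 5918 genes tested. In comparison B, no gene fell by as much. In comparison A, 5 genes fell by more on the log2 scale, none of them with an adjusted *P* below 0.05. In comparison C, 15 genes fell by more, 12 of them with an adjusted *P* below 0.05.

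**Figure D3:**
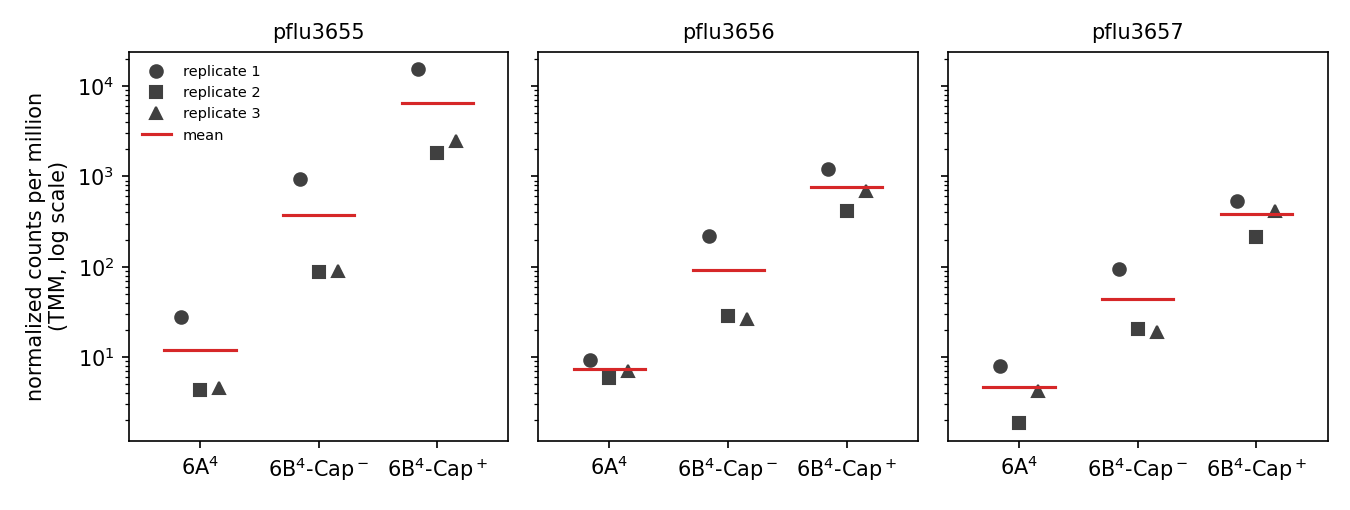
TMM-normalized counts (CPM) of *pflu3655*, *pflu3656* and *pflu3657*, on a log axis, in each library of 6A4, 6B4-Cap- and 6B4-Cap+. Points are the 3 replicates by marker shape and red lines are means. For each gene, the libraries of 6A4, 6B4-Cap- and 6B4-Cap+ do not overlap.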

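Of the 53 genes encoding ribosomal proteins, 39 (73.6%) had a higher mean TMM-normalized count in 6B4-Cap+ than in 6A4, and 40 had a higher one in 6B4-Cap+ than in 6B4-Cap-. With DESeq2's size factors the numbers were 40 and 43. With counts scaled to the total of each library alone, they were 22 and 14. With that scaling, 37.9% and 27.9% of all detected genes were higher in 6B4-Cap+. The mean log2 count of the 53 genes was 9.09, 10.58 and 9.90 in the 6A4 libraries, 10.18, 10.09 and 9.79 in 6B4-Cap-, and 11.30, 10.00 and 9.41 in 6B4-Cap+. The highest of these is 6B4-Cap+ replicate 1, the library with the TMM factor of 0.407. Without that library, 17 of the 53 genes were higher in 6B4-Cap+ than in 6A4, and 6 were higher than in 6B4-Cap-. Leaving out each of the other replicates in turn gave between 30 and 49 genes against 6A4 and between 37 and 48 against 6B4-Cap-.

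**Figure D4:**
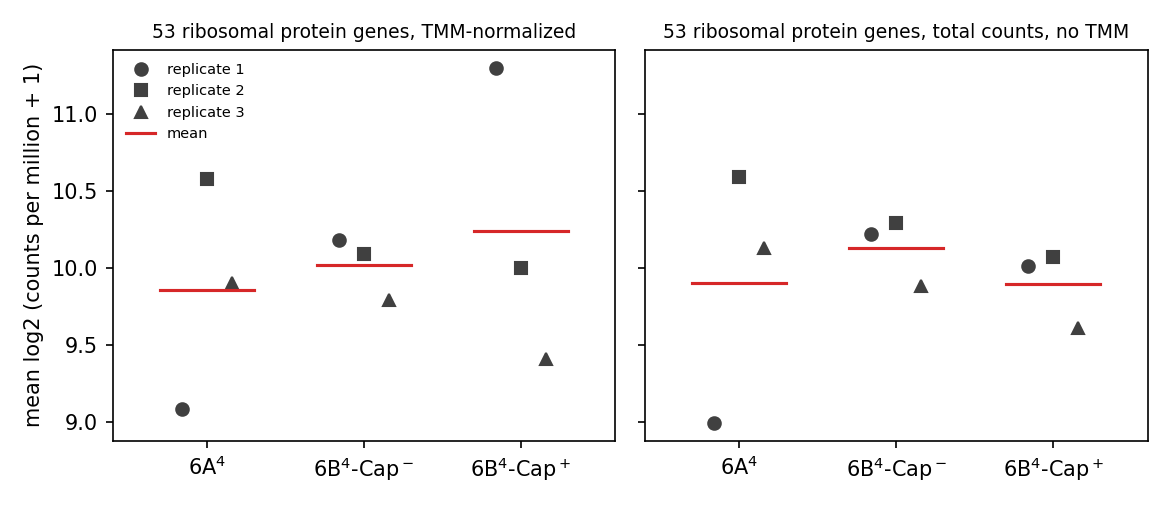
Mean log2 CPM of the 53 genes encoding ribosomal proteins in each library of 6A4, 6B4-Cap- and 6B4-Cap+, with TMM factors (left) and relative to the total count (right). Points are the 3 replicates by marker shape and red lines are means. With TMM factors 6B4-Cap+ replicate 1 is the highest library, at 11.30, and relative to the total count it is at 10.01.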

Although only three of these show statistical significance (*rpmG*, *rpmB*, and *rpsT* are more highly expressed in 6B^4^-Cap^+^ than in 6A^4^; supplementary text S3, Supplementary Material online), there is a clear pattern of higher expression in the capsulated form. 

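None of the 53 genes had an adjusted *P* below 0.05 in comparison B by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 3 had an unadjusted *P* below 0.05. These were *rpmG*, with a log2 fold change of 2.97 (standard error 0.99, adjusted *P* = 0.0773), *rpmB*, with 2.87 (standard error 0.94, adjusted *P* = 0.0731), and *rpsT*, with 2.00 (standard error 0.74, adjusted *P* = 0.100). The ratios of the means were 7.82, 7.29 and 3.99. The counts of *rpmG* were 96.2, 213 and 132 CPM in 6A4, and 3103, 244 and 103 in 6B4-Cap+. Without 6B4-Cap+ replicate 1, the log2 fold change fell to 0.26 in *rpmG*, to 0.49 in *rpmB* and to 1.34 in *rpsT*. DESeq2's Wald test gave adjusted *P* values of 0.00501, 0.00513 and 0.0207 for the 3 genes.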

Further binomial tests provide strong evidence for increased expression of genes encoding ribosomal proteins in 6B^4^-Cap^+^ versus 6A^4^ and 6B^4^-Cap^−^ (*P <* 0.001; supplementary text S3, Supplementary Material online). 

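A two-sided exact binomial test was run against the share of all detected genes with the same direction. In comparison B, 39 of 53 genes against a share of 50.2% gave an exact *P* of 8.05e-04. In comparison C, 40 of 53 genes against a share of 54.3% gave an exact *P* of 0.00214. With counts scaled to the total alone, the values were 0.575 and 0.879. Without 6B4-Cap+ replicate 1, they were 0.0282 and 1.02e-09, with most of the 53 genes lower in 6B4-Cap+. The binomial test counts the genes as independent trials. With the cultures as the unit, the mean log2 count of the 53 genes was 0.38 higher in 6B4-Cap+ than in 6A4 (10.24 ± 0.97 against 9.86 ± 0.75, SD, n = 3; two-sided exact permutation test, *P* = 0.6) and 0.22 higher than in 6B4-Cap- (two-sided exact permutation test, *P* = 0.9). The difference from 6A4 is smaller than the SD within either morphotype. The difference from 6B4-Cap- is smaller than the SD within 6B4-Cap+ (0.97) and just above that within 6B4-Cap- (0.20). In a test that allows for the correlation between genes (camera, correlation 0.737 and 0.749), *P* was 0.715 and 0.708.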

The second major constituent of mature ribosomes is ribosomal RNA, encoded by the 23S, 16S, and 5S rRNA genes. The RNA-seq data does not provide quantifiable differences in the expression of rRNA genes. This is because rRNA is highly abundant in total RNA preparations (∼80% to 90% in exponential growth; Tissieres and Watson 1958), and so rRNA was removed from the preparation to quantify mRNA.

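The 16 rRNA genes had 145 counts in all 12 libraries together, between 1 and 27 per library, and 9 of them had no count in any library. At such counts a difference between the morphotypes was not detectable.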

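*pflu3655*, *pflu3656* and *pflu3657* were higher in 6B4-Cap+ than in 6A4 by log2 fold changes of 9.08, 6.71 and 6.36, and the mean log2 count of the 53 ribosomal protein genes differed by 0.38. Among other genes of the ribosome–RsmAE model, *rsmE* (PFLU4165) was higher in 6B4-Cap+ than in 6A4 by 2.45 on the log2 scale (standard error 0.58, adjusted *P* = 0.0302 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without 6B4-Cap+ replicate 1, this fell to 1.27. In *rsmA1* (PFLU4746), the change was 1.96 (standard error 0.75, adjusted *P* = 0.110), and in *mvaT* (PFLU4939) it was 2.49 (standard error 0.80, adjusted *P* = 0.0707). Without 6B4-Cap+ replicate 1, these fell to 0.24 and 0.68. In *gacA* and *gacS*, the changes were 0.30 (adjusted *P* = 0.456) and -0.02 (adjusted *P* = 0.976). From the increases in *pflu3655* to *pflu3657* and in ribosomal mRNAs, the paper proposes that the *rpoD* mutation raises ribosome expression and with it the probability of capsulation.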

Taken together, the observed increases in *pflu3655–pflu3657* and ribosomal mRNAs are consistent with the *rpoD* mutation generating an increase in ribosome expression and thus increasing the probability of capsulation.

### Manipulating Components of the Model Generates Changes in 6B^4^ Capsule Switching

To test whether the ribosome–RsmAE model (fig. 6*A* and *B*) underpins switching in 6B^4^, components of the model were manipulated to bias the switch in favor of ribosomes (Cap^+^) or RsmA/RsmE (Cap^−^). The switch was tipped in favor of ribosomes by decreasing RsmA/E activity in two ways. First, *rsmA1* (*pflu4746*) and *rsmE* (*pflu4165*) were individually deleted from 6B^4^, giving 6B^4^-Δ*rsmA1* and 6B^4^-Δ*rsmE* (supplementary text S2, Supplementary Material online). A capsule counting assay revealed increases in capsulation (fig. 6*C*); in particular, deletion of *rsmA1* resulted in significantly higher levels of capsulation (one-sided *t*-test *P* = 0.001112), bringing the percentage of capsulated cells to almost 100%. The difference in capsulation between 6B^4^-Δ*rsmA1* and 6B^4^-Δ*rsmE* may be partially explained by different expression profiles: in *P. fluorescens* CHA0, RsmA expression has been shown to be relatively constant, whereas RsmE is expressed at very low levels during exponential growth (Reimmann et al. 2005).

Second, the model predicts RsmAE activity to be reduced by deletion of *mvaT*, which encodes a transcriptional repressor of *rsmZ*—itself a negative regulator of RsmAE—in *Pseudomonas aeruginosa* (Brencic et al. 2009). Deletion of *mvaT* (*pflu4939*) from 6B^4^ or 1B^4^ results in a significant increase in capsulation (*P* < 0.01; fig. 6*D*, supplementary text S2, Supplementary Material online).

In contrast to the above, any bias of the switch machinery in favor of RsmAE is expected to inhibit translation of *pflu3655–pflu3657* mRNA, and thus reduce capsulation. Support for this side of the model comes from the transposon mutagenesis screen (supplementary table S1, Supplementary Material online). First, three capsule-reducing insertions were obtained in the GacA/GacS two-component sensory system, which is a negative regulator of RsmAE in γ-proteobacteria (Lapouge et al. 2007, fig. 6*A*). Inactivation of these genes is expected to increase RsmAE expression and decrease capsulation. Indeed, 6B^4^-TnCre-*gacA* and 6B^4^-TnCre-*gacS* (Cre-deleted forms of the transposon mutants, see “Materials and Methods” section and supplementary text S2, Supplementary Material online) showed a complete absence of capsulation (fig. 6*E*). Second, four transposon insertions were identified in genes involved in the production of mature tRNAs: two in *gidA/mnmG* (*pflu6129*), one in *truA* (*pflu4189*), and one in *thiI* (*pflu0349*; reviewed in Yacoubi et al. 2012). Each of these insertions resulted in a reduction in capsulation (fig. 6*E*). Although not lethal, disruption of each tRNA modification gene is expected to reduce translational speed (Yacoubi et al. 2012; reviewed in Shepherd and Ibba 2015), suggesting a role for efficient translation in capsulation.

The ability to increase and decrease 6B^4^ capsules by manipulating components of the 1B^4^ ribosome–RsmAE circuitry (as predicted by the model) demonstrates that the same intracellular architecture underpins switching in both genotypes.

## Discussion

In this work 6B^4^ has been extensively characterized. Its phenotype and genotype have been compared with those previously reported for 1B^4^—a strain evolved in parallel to, but independently of, 6B^4^ (Beaumont et al. 2009; Gallie et al. 2015). 6B^4^ and 1B^4^ populations show elevated levels of CAP-based capsule expression and emergent colony switching (figs. 1*B*–*E* and 2*A*). The phenotype is realized by two distinct genetic routes, culminating in a mutation in either *rpoD* (Line 6) or *carB* (Line 1). Both mutations promote increased expression of mRNA encoding positive regulators of the CAP biosynthetic machinery. These regulators also activate their own transcription, forming a positive feedback loop that results in bistable capsule expression (outlined in Remigi et al. 2019, fig. 6*A* and *B*).

Line 6 and Line 1 were derived from a single clonal ancestor (*P. fluorescens* SBW25). This means that the genotypes of interest, 6B^4^ and 1B^4^, share an evolutionary history of many millions of years followed by a comparatively minuscule period of several weeks of independent evolution in experimental microcosms. Given the extensive shared history, it is not surprising that the same phenotype emerged in both lineages. It is surprising, however, that such different genetic routes generate the same phenotype.

Repeated phenotypic evolution has been documented many times in both the laboratory (Riehle et al. 2001; Cooper et al. 2003; Fong et al. 2005; Ostrowski et al. 2005; Bantinaki et al. 2007; Meyer et al. 2012; Lindsey et al. 2013) and natural populations (Nachman et al. 2003; Rosenblum et al. 2004; Stern and Frankel 2013; Riveron et al. 2014). In many of these examples, repeated phenotype evolution is determined by changes in the same gene or molecular pathway (Meyer et al. 2012; Lindsey et al. 2013; Riveron et al. 2014; Bertels et al., 2018). The fact that colony switching in Line 6 and Line 1 arise by different genetic pathways—despite extreme shared ancestry—is surprising. At first glance, *rpoD* and *carB* seem functionally unrelated and, as such, it is natural to assign them to separate functional compartments. However, this work shows that the two genes are connected at the level of their effects on the ribosome–RsmAE pool: both mutations increase expression of ribosomal genes (supplementary table S7, Supplementary Material online; Gallie et al. 2015; Remigi et al. 2019) tipping the switch in favor of CAP mRNA translation (fig. 6*A* and *B*).

The precise molecular mechanisms by which *rpoD* and *carB* mutations alter ribosomal gene expression remain to be elucidated. However, it is conceivable that the *rpoD* mutation directly increases the transcription of one or more ribosomal genes. A point mutation in *Salmonella typhimurium rpoD* has recently been shown to increase transcription from *rpsT* (Knöppel et al. 2016). In the case of the *carB* mutation, which perturbs intracellular pyrimidine pools (Gallie et al. 2015), the reported influence of nucleotide triphosphate concentrations on *rrn* promoters may play a mechanistic role (Gaal et al. 1997; Schneider et al. 2002, 2003; Murray et al. 2003; Schneider and Gourse 2003). If cellular components show a high degree of connectivity, it follows that many other factors could also affect the switch circuitry. Possible candidates include those affecting capsule expression and identified via the transposon mutagenesis screens (e.g., *hslO*, *sahA*, *ndk*; supplementary table S1, Supplementary Material online; Gallie et al. 2015).

In stark contrast to the disparate molecular evolution of 6B^4^ and 1B^4^, repeated bouts of evolution from the same immediate ancestor of the 6B^4^ switching genotype, namely, 6A^4^, resulted in re-evolution of the switching genotype by mutations solely in *rpoD* (fig. 4*A*). Similar repeated bouts of evolution from 1A^4^ (the immediate ancestor of the Line 1 switching genotype) resulted in switching types with mutations in genes encoding the determinants of pyrimidine biosynthesis (five in *carB*, one in *pyrH*; Gallie et al. 2015). In other words, the comparatively tiny portion of evolutionary history for which Line 6 and Line 1 diverged—several weeks compared with millions of years of common history—has a significant impact on molecular evolution.

The distinct classes of switcher mutations in Line 6 and Line 1 result from positive epistatic interactions: whereas both types of switch-causing mutations presumably arise in both backgrounds, *rpoD* mutations outcompete *carB* mutations in 6A^4^, and vice versa in 1A^4^ (fig. 5*C*). Precisely which of the preswitcher mutations in each evolutionary series contribute to the observed epistatic effects remains to be tested. In the case of Line 6, the two *nlpD* mutations immediately preceding the *rpoD* mutation are prime candidates for two reasons. First, *nlpD* is the only locus that is mutated in Line 6 but not Line 1 (figs. 1*B* and 2*A*). Second, *nlpD* is immediately upstream of *rpoS* (*pflu1302*), which encodes the stationary phase sigma factor RpoS (σ^38^). RpoS and RpoD (together with other sigma factors) compete for binding of core RNA polymerase (Ishihama 2000; Mauri and Klumpp 2014), and so their relative intracellular concentration affects the expression level of their respective regulons (Gross et al. 1998; Mauri and Klumpp 2014). It is possible that the *nlpD* mutations, in addition to altering colony morphology via a reduction of NlpD/AmiC activity, also alter the expression of *rpoS*. Indeed, a promoter for *rpoS* has previously been reported within *E. coli* and *P. aeruginosa nlpD* (Lange and Hengge-Aronis 1994; Takayanagi et al. 1994; Kojic and Venturi 2001). A change in RpoS concentration could conceivably set the stage for compensatory mutations in RpoD.

Understanding the molecular bases of adaptive phenotypes continues to present significant challenges even when aided by high-throughput genomic technologies. As shown here and elsewhere (Larsen et al. 2008; Bershtein et al. 2015; Gallie et al. 2015; Grenga et al. 2017; Carvalho et al. 2018), mutations—particularly those in central metabolism—can have complex effects that extend well beyond the immediate neighborhood of gene function. The point mutations in two seemingly unrelated genes (*rpoD* and *carB*) can generate stochastic capsule switching draws attention to the interconnectedness of cell physiology and highlights the extensive mutational opportunities available to evolution.

## Materials and Methods

### Bacterial Strains, Plasmids, and Media

Details of bacterial strains and plasmids used are provided in supplementary text S2, Supplementary Material online. Unless otherwise stated, *P. fluorescens* strains were grown for 24 h at 28 °C in shaken microcosms with 6 ml King’s Medium B (KB; Ward et al. 1954). Strains were assayed for cellulose production by overnight growth on KB agar containing 200 μg ml^−1^ calcofluor (Fluorescent Brightener 28). Where indicated, 2 mM uracil (Sigma-Aldrich, U1128) was added to KB agar. Antibiotics were used at the following concentrations: tetracycline (12.5 μg ml^−1^; Tc); kanamycin (100 μg ml^−1^; Km); nitrofurantoin (100 μg ml^−1^; NF); d-cycloserine (800 μg ml^−1^).

### Microscopy

Cell microscopy was performed using a Zeiss Axiostar Plus bright field microscope, coupled with fluorescence lighting for calcofluor visualization. Microscopy images were cropped and processed in Preview as indicated in figure legends.

### Capsule Counting Assay

Capsule staining and the counting assay were performed as previously described in Gallie et al. (2015). Briefly, for each strain to be assayed, three to five single colonies were grown to stationary phase in KB cultures. Cultures were transferred to fresh KB and grown to mid-exponential or early stationary phase as indicated. Cells were stained with 1:8 diluted India ink (Pébéo) and photographed under bright field 60× magnification. Capsule expression was recorded manually for 500 cells *per* replicate (≤100 cells *per* photograph).

### Gene Deletions and Mutation Construction

Gene deletions were constructed by pUIC3-mediated two step allelic exchange as described elsewhere (Zhang and Rainey 2007). For details of genetic constructs supplementary text S2; see Supplementary Material online for details.

### Transposon Mutagenesis

6B^4^ was subjected to random mutagenesis as described in Giddens et al. (2007). Approximately 10,000 transposon mutants from 11 independent conjugations were screened on LB+Km agar plates, on which 6B^4^ mutants typically form opaque colonies after ∼72 h. Translucent or otherwise different colonies were selected and screened microscopically for obvious alterations in capsule expression. Mutants of interest were purified and insertion sites determined by AP-PCR. In selected strains, the bulk of the transposon was deleted leaving 189 bp at the insertion site (“TnCre-”genotypes) and eliminating polar effects.

### Isolation and Analysis of EPS

EPS was isolated and processed from 6A^4^ and 6B^4^ in parallel with that from SBW25, 1A^4^, and 1B^4^ previously reported in Gallie et al. (2015). EPS analysis was performed by The Callaghan Research Institute (New Zealand).

### Genome Sequencing of 6B^4^

A colony of 6B^4^ was grown in a microcosm. Cap^+^ and Cap^−^ fractions were separated by centrifugation and genomic DNA isolated from each fraction using the cetyl trimethyl ammonium bromide (CTAB) method. Equal quantities of Cap^+/^^−^ DNA were mixed, and whole genome resequencing was performed (Illumina; Massey University, New Zealand). Point mutations were identified by aligning ∼4.8 million 36 bp reads to the SBW25 genome (Silby et al. 2009) via SOAP2 (Li et al. 2009). Reads with more than two mismatches and/or that could not be uniquely aligned to the genome were discarded. A total of 4,028,678 reads aligned, giving a mean coverage of 21.57. 98.8% of the genome was covered by at least four nucleotides. Within this 98.8%, all positions with a minimum variation frequency of 0.8 were considered candidate point mutations; candidate insertions and deletions were identified by analyzing genomic regions with unusual coverage and BLAST analyses of discarded sequences. All candidate loci were checked by PCR amplification and Sanger sequencing from 6B^4^ and, where confirmed, were chronologically ordered by Sanger sequencing across Line 6. Genome sequence and analysis files are available on request.

### Re-Evolution of Switchers from 6A^4^

Nine independent switcher genotypes were isolated from 6A^4^ in static microcosms, according to the REE protocol (Beaumont et al. 2009). Each switcher was purified, and the *rpoD* gene sequenced. Three strains, one carrying each of the *rpoD* mutations (6B^4^, Re1, Re9), were checked for bi-directional capsule switching (supplementary text S1, Supplementary Material online).

### Growth Curves and Analysis

Eight colonies *per* strain were grown independently in 200 μl KB (26 °C, 200 rpm). Two microliters of each were grown in 198 μl fresh KB at 26 °C (BioTek Epoch 2 plate reader; OD_600_ measured at 5 min intervals, 5 s of 3 mm orbital shaking preceding each read). Mean and SE of all wells *per* strain were used to draw figure 4*D*. *V*_max_ (maximum growth rate) and lag time were calculated using a sliding window of six time points during exponential growth (between 1 and 24 h, based on observation of growth curves) using Gen5 Software version 3.00.19.

### RNA-seq Analysis

For each of 6A^4^ and 6B^4^, three single colonies were grown in KB, diluted 1:1,000 into 20 ml KB in 250 ml flasks and grown to mid-exponential phase (∼OD_600_ of 0.4–0.6). Total RNA was harvested; for 6A^4^, 0.5 ml of culture were pelleted and resuspended in 1 ml of RNAlater (Ambion). For 6B^4^, Cap^−^ cells were harvested from larger culture volumes by centrifugation and resuspended in RNAlater to achieve a similar cell density to that of the Cap^+^ aliquot. All mRNA extractions proceeded using a RiboPure Bacteria Kit (Ambion). Specific depletion of rRNA (Ribo-Zero rRNA Removal Kit [Bacteria], Illumina), normalized mRNA-seq library preparation (TruSeq Stranded total RNA kit, Illumina) and 100 bp paired-end Illumina HiSeq 2500 sequencing was performed by New Zealand Genomics Limited (University of Otago, New Zealand; GEO submission number GSE116490). The data were analyzed with Bowtie2 (Langmead and Salzberg 2012), HTSeq (Anders et al. 2015), and R package DESeq2 (Love et al. 2014). First, RNA-seq data sets were mapped to the SBW25 genome (annotation file: GenBank NC_012660) via Bowtie2 with default settings. The coverage *per* gene was determined with HTSeq. Differentially expressed genes were identified by applying DESeq2. The standard workflow in https://bioconductor.org/packages/release/bioc/manuals/DESeq2/man/DESeq2.pdf (last accessed 8 March 2019) was used, except that the alpha parameter was set to 0.3 to reduce the number of genes falsely classified as not significantly differentially expressed. Three comparisons were made: 6A^4^ versus 6B^4^-Cap^−^, 6A^4^ versus 6B^4^-Cap^+^, and 6B^4^-Cap^−^ versus 6B^4^-Cap^+^ (supplementary tables S3–S5, Supplementary Material online). The corresponding comparisons for Line 1 are available elsewhere (Gallie et al. 2015).

### Fitness Assays

Four (Line 6) or eight (Line 1) single colonies of each competitor were grown independently in shaken KB (28 °C). Four (Line 6) or eight (Line 1) competition microcosms were inoculated with ∼5 × 10^6^ cells of each competitor and incubated statically at 28 °C for 72 h. Competitor frequencies were determined by plating on KB agar at 0 and 72 h. Competing genotypes were readily distinguished by their distinctive morphologies and differing response to uracil (adding 2 mM uracil to KB agar visibly reduces switching caused by *carB* mutations, while having no effect on *rpoD* mutant switching). Relative fitness was expressed as the ratio of Malthusian parameters (Lenski et al. 1991). Deviation of relative fitness from 1 was determined by one-sample *t*-tests.

### Statistical Analyses

To detect differences in capsulation levels or nucleotide concentrations between two strains, two-sample *t-*tests (parametric or Welch) or, where normality assumptions were violated, Wilcoxon rank sum tests were applied. Kruskal–Wallis tests were used to detect differences in capsulation levels across the three *rpoD* mutant strains. Exact binomial tests were used to detect differences in ribosomal gene expression between morphotypes in the RNA-seq data (see also supplementary text S3, Supplementary Material online). All analyses were performed in R version 3.3.3. On graphs: *0.05 < *P <* 0.01, **0.01 < *P <* 0.001, ***P < 0.001.

## Supplementary Material

Supplementary Data Click here for additional data file.

# Supplementary material for: Repeated Phenotypic Evolution by Different Genetic Routes in Pseudomonas fluorescens SBW25
**Source:** Mol Biol Evol. 2019 Mar 5;36(5):1071–85. doi: 10.1093/molbev/msz040
**Supplement:** Supplementary Data

**SUPPLEMENTARY INFORMATION**

**Repeated phenotypic evolution by different genetic routes in *Pseudomonas fluorescens***

*Jenna Gallie, Frederic Bertels, Philippe Remigi, Gayle C Ferguson, Sylke Nestmann, Paul B Rainey*

The supplementary information contains the following:

Supplementary Texts S1-S3 (pages 2-20)

Supplementary Figure S1 (page 21)

Supplementary Table S1-S7 (legends for accompanying excel files; pages 22-23)

Supplementary References (page 24)

**Supplementary Text S1
Characterization of capsulation in switcher genotypes**

**1.1 Capsule size in 6B^4^ versus 1B^4^**

In order to investigate relative capsule size in 6B^4^ versus 1B^4^, each strain was grown from single colonies (KB agar, 28˚C, 48 hours) through pre-cultures (KB, 28˚C, 200 rpm, 24 hours) to late-exponential phase (KB, 28˚C, 200 rpm; ~6 hours). Cells from each culture were stained with India ink (1:8 dilution) and photographed under the bright field microscope (x60 magnification). Ten cells were chosen from each image. For each of the chosen cells, four measurements were taken (**Table 1.1**; note that the measurement units were mm on a computer screen. This means they only make sense in relation to each other, rather than as absolute measurements):

1. Length of the cell plus capsule
2. Width of the cell plus capsule
3. Length of the cell inside the capsule
4. Width of the cell inside the capsule

Next, using the formula for area of an oval (area=r *x* r *x* π), two areas were calculated for each measured cell (**Table 1.1**):

1. The area of the capsule+cell
2. The area of the cell

Area (ii) was subtracted from area (i) to give area of the capsule (**Table 1.1**). Next, a test was run to check for a difference in cell size between 1B^4^ and 6B^4^. No evidence was found (two sample *t*-test *-p*=0.5326). Then, the capsule areas were used to perform a two sample *t*-test to check for a difference in area. The mean area of the 6B^4^ capsule is 165.8 units^2^, and that of 1B^4^ capsule is 65.19 units^2^. These are significantly different (*t-*test *p*=9.602x10^-10^). The 95% CI for the true difference in means is 82.30 – 118.99 units^2^. This equates to the 6B^4^ capsule area being between 1.26 (82.30/65.19) and 1.83 (118.99/65.19) times that of the 1B^4^ capsule.

| **Str.** | **No.** | **Capsule+cell** | | **Cell** | | **Area** | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | **Length** | **Width** | **Length** | **Width** | **Caps+cell** | **cell** | **Caps** |
| 6B^4^ | 1 | 16 | 14 | 7 | 1.5 | =(0.5*16)x(0.5*14)* π= 175.93 | =(0.5*7)x(0.5*1.5)* π= 8.25 | =175.93-8.25=167.68 |
|  | 2 | 17 | 14 | 8 | 1 | 186.92 | 6.28 | 180.64 |
|  | 3 | 17 | 13 | 6 | 1 | 173.57 | 4.71 | 168.86 |
|  | 4 | 14 | 11 | 4 | 1 | 120.95 | 3.14 | 117.81 |
|  | 5 | 17 | 14 | 6 | 1 | 186.92 | 4.71 | 182.21 |
|  | 6 | 17 | 15 | 7 | 1 | 200.28 | 5.50 | 194.78 |
|  | 7 | 18 | 14 | 8 | 1 | 197.92 | 6.29 | 191.64 |
|  | 8 | 16 | 13 | 6 | 1 | 163.36 | 4.71 | 158.65 |
|  | 9 | 16 | 13 | 6 | 1 | 163.36 | 4.71 | 158.65 |
|  | 10 | 15 | 12 | 5 | 1 | 141.37 | 3.93 | 137.44 |
| 1B^4^ | 1 | 12 | 8 | 7 | 1 | 75.40 | 5.50 | 69.90 |
|  | 2 | 14 | 7 | 7 | 1 | 76.97 | 5.50 | 71.47 |
|  | 3 | 10 | 6 | 5 | 1 | 47.12 | 3.93 | 43.20 |
|  | 4 | 12 | 6 | 8 | 1 | 56.55 | 6.28 | 50.27 |
|  | 5 | 13 | 7 | 8 | 1 | 71.47 | 6.28 | 65.19 |
|  | 6 | 11 | 8 | 6 | 1 | 69.12 | 4.71 | 64.40 |
|  | 7 | 14 | 8 | 7 | 1 | 87.96 | 5.50 | 82.47 |
|  | 8 | 12 | 9 | 6 | 1 | 84.82 | 4.71 | 80.11 |
|  | 9 | 12 | 6 | 9 | 1 | 56.55 | 7.07 | 49.48 |
|  | 10 | 13 | 8 | 8 | 1 | 81.68 | 6.28 | 75.40 |

**Table 1.1: Measurements for capsules and cells of 6B^4^ and 1B^4^.**

**1.2 Demonstration of bi-directional ON/OFF capsule switching in *rpoD* mutants**

*Isolation of 15 potential switcher genotypes from 6A^4^*

In an attempt to re-evolve independent switcher genotypes from 6A^4^ (the immediate ancestor of the Line 6 switcher, 6B^4^), 56 independent KB microcosms were each founded with 6A^4^ and allowed to evolve in a static environment before plating. From this process, a total of 15 potential switcher genotypes were isolated from 15 independent microcosms. Each of these genotypes produced colonies distinct from 6A^4^ colonies, and carried mutations 3-8 of the Line 6 mutational series plus at least one independent, final mutation (identified either by targeted sequencing of *rpoD*, or, where no *rpoD* mutation was found, NGS Illumina; see **Table 1.2** below). Following a series of phenotypic tests outlined in the following sections, nine independently evolved CAP switcher genotypes were identified from amongst these 15 candidate genotypes.

| **Original name** | **Details of final mutation(s)** | | | | **Switcher?** | **Final name (if switcher)^2^** |
| --- | --- | --- | --- | --- | --- | --- |
|  | ***pflu*^1^** | **Gene name** | **Nucleotide change** | **Amino acid change** |  |  |
| 6B^4^ | 5592 | *rpoD* | t1682c | V561A | Yes | 6B^4^ |
| JG58 | 4939 | *pflu4939* | c91t | Q31STOP | No | - |
|  | 5720 | *sahA* | t1097a | I366N |  |  |
| JG59 | 5592 | *rpoD* | a1723c | T575P | Yes | Re1 |
| JG60 | 3427 | *pflu3427* | g1561a | A521T | No | - |
|  | 4939 | *pflu4939* | a260c | N87T |  |  |
| JG61 | 4939 | *pflu4939* | g332a | W111STOP | No | - |
| JG62 | 5592 | *rpoD* | a1723c | T575P | Yes | Re2 |
| JG63 | 5592 | *rpoD* | a1723c | T575P | Yes | Re3 |
| JG64 | 4939 | *pflu4939* | g321a | W107STOP | No | - |
| JG65 | 5592 | *rpoD* | a1723c | T575P | Yes | Re4 |
| JG66 | 5592 | *rpoD* | a1723c | T575P | Yes | Re5 |
| JG67 | 5592 | *rpoD* | a1723c | T575P | Yes | Re6 |
| JG68 | 5592 | *rpoD* | a1723c | T575P | Yes | Re7 |
| JG69 | 1225 | *wspR* | c583t | R195C | No | - |
| JG70 | 1225 | *wspR* | c583t | R195C | No | - |
| JG71 | 5592 | *rpoD* | a1745c | Q582P | Yes | Re8 |
| JG72 | 5592 | *rpoD* | a1723c | T575P | Yes | Re9 |

**Table 1.2:** **Mutations in 15 potential switcher genotypes isolated from 6A^4^.** ^1^JG58 and JG60 each carry two mutations additional to 6A^4^. It is unknown which of the two mutations causes the colony phenotype change.

*Colony and cell phenotypes of the 15 genotypes*

Each of the 15 genotypes was streaked onto KB agar and grown at 26˚C for 68 hours. The Colony photographs below were taken with a Leica MS5 dissection microscope and a VWR Visicam 1.3. All colony photographs were taken under the same magnification (x1.6); brightness and contrast of some photographs altered in Microsoft word.

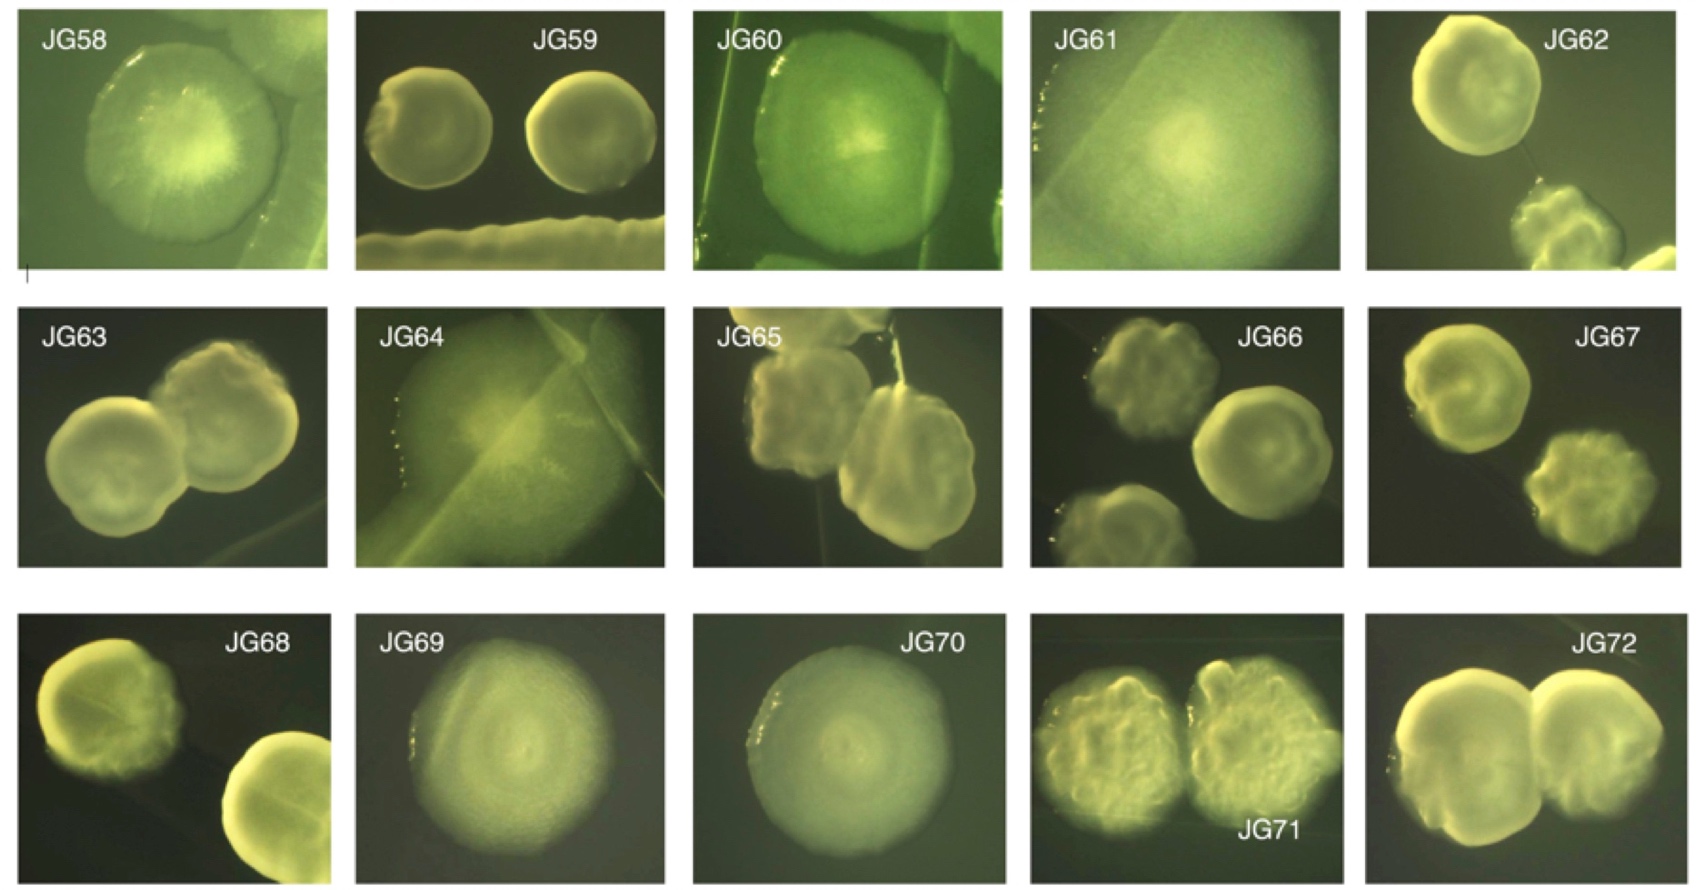

Next, colonies were streaked onto KB agar plates, incubated at 26˚C for 48 hours before transfer of a single colony to 4 ml KB cultures. These were incubated at 26˚C, 200 rpm for 48 hours before staining with India ink and viewing with a VWR Visiscope bright field microscope. The contrast and brightness of some images altered in Microsoft Word.

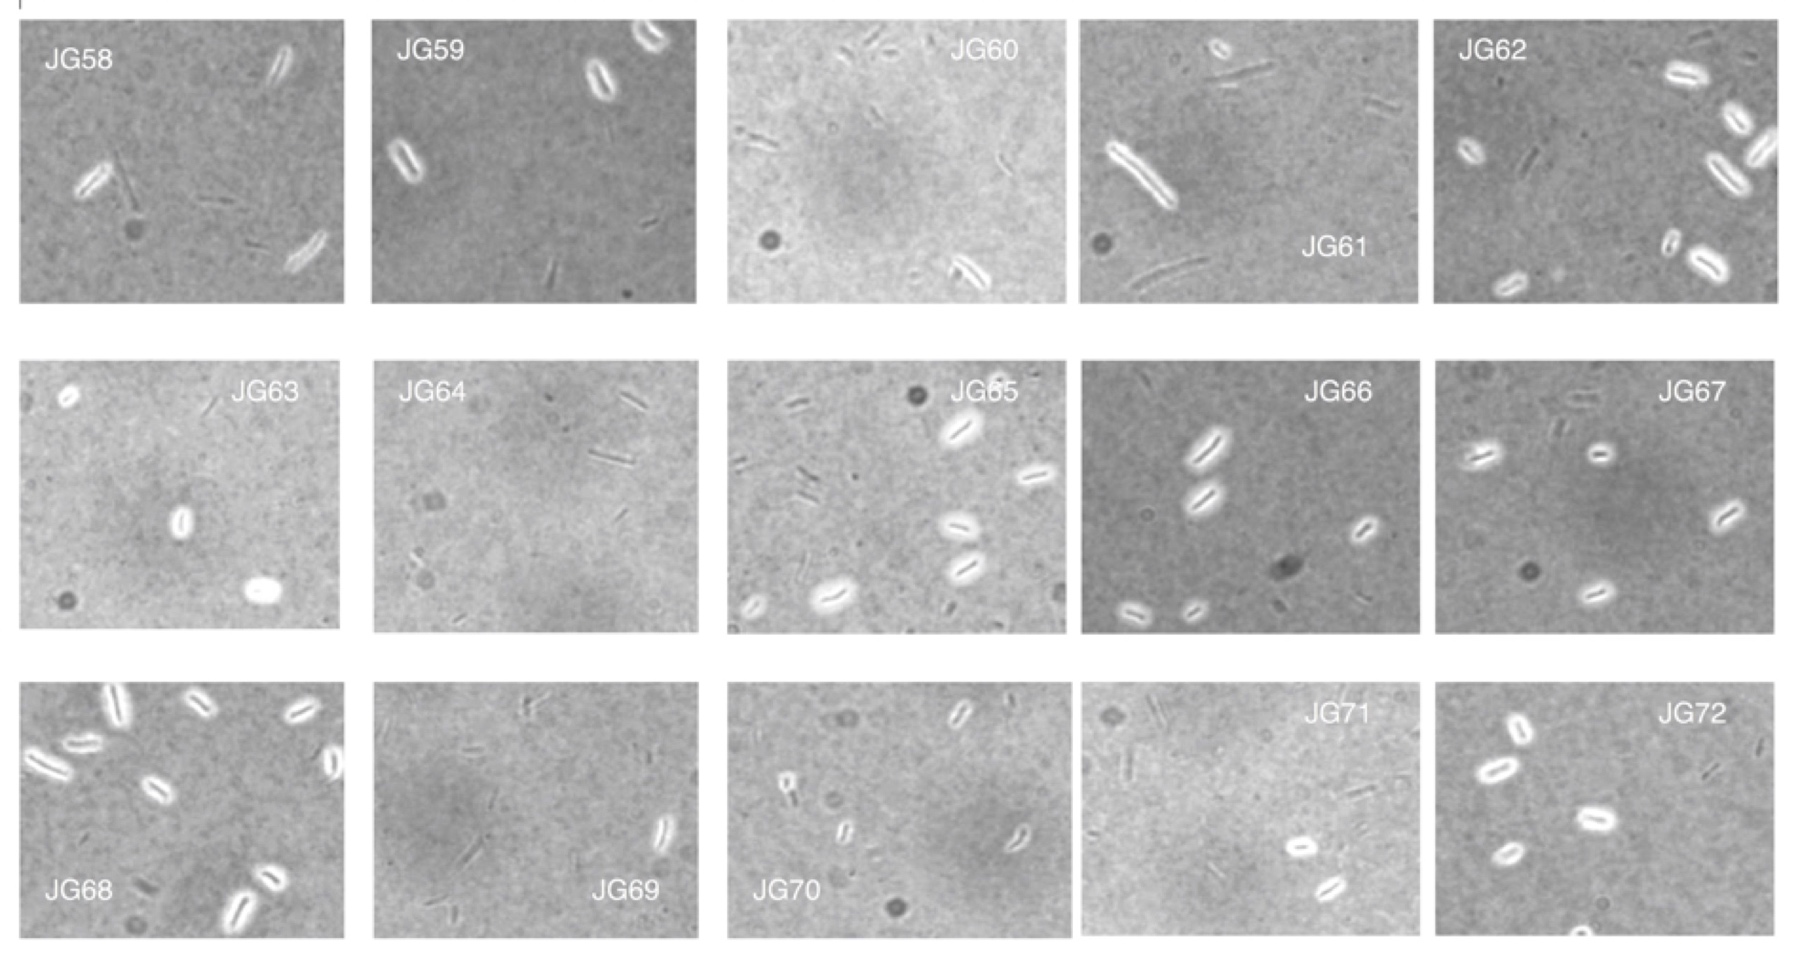

From the above colony and cell assays, we concluded that genotypes JG58, JG60, JG61, JG64, JG69 and JG70 were unlikely to be true switcher types. This was because these genotypes did not give rise to two distinct colony types; instead they generated one, uniform (and wild type-like) colony phenotype. These genotypes were those containing mutations in *pflu4939* or *wspR*. Because of their colony phenotype they were discarded from the analysis process, leaving only the nine genotypes with *rpoD* mutations as capsule switching contenders.

*Growth of Cap^+^/Cap^-^ mixed populations from single cells in a 96 well plate*

The point of this assay was to test whether the genotypes of interest are capable of generating a mixed Cap^+^/Cap^-^ population from both single Cap^+^ and single Cap^-^ cells. In other words, it tests whether capsule switching is (a) unidirectional, or (b) bidirectional. If some populations founded by single cells of either type contain cells of only one type, this would support hypothesis (a). Alternatively, hypothesis (b) would be supported if all populations contain a mixture of cell types. The assay was performed with a representative genotype of each of the three different *rpoD* mutations: 6B^4^ (*rpoD* t1682c), JG59 (Re1; *rpoD* a1723c) and JG71 (Re9; *rpoD* a1745c).

6B^4^, JG59 and JG71 cells were streaked from freezer stocks onto KB agar. After 48 hours growth at 26˚C, a single colony from each genotype was used to inoculate a KB culture. The colony chosen was opaque, as prior experience suggests that, following overnight incubation in a shaking microcosm, the population would contain approximately equal proportions of non-capsulated and capsulated cells. The inoculated microcosms were incubated for 16 hours (at 26˚C, 200 rpm) prior to thorough vortexing and microscopic examination to ensure complete separation of cells. Then, a capsule counting assay was performed to determine the starting proportions of Cap^+^ and Cap^-^ cells in each culture (mean ± standard error of five samples from each culture; **Table 1.3**):

| **Genotype** | **Proportion of cells capsulated in founding culture (raw data)** | **Mean** | **SE** |
| --- | --- | --- | --- |
| 6B^4^ | 0.144, 0.098, 0.136, 0.122, 0.408 | 0.1816 | 0.057136328 |
| JG59 | 0.744, 0.664, 0.62, 0.74, 0.682 | 0.69 | 0.0235117 |
| JG71 | 0.14, 0.172, 0.138, 0.23, 0.136 | 0.1632 | 0.04016466 |

**Table 1.3: Proportion of capsulated cells in populations of the three *rpoD* switchers.** Proportions were determined in each of five independent KB microcosms (founded from a single colony) during early stationary phase.

For each of the three genotypes, 95 μl of fresh KB was measured into the wells of a 96 well plate. A sample of the appropriate overnight culture was diluted by a factor of 7 in Ringers Solution, and 5 μl of this dilution was used to inoculate each well. On the basis that a 16-hour overnight KB culture contains approximately 10^9^ cells *per* ml, each well was predicted to receive an average of 0.5 cells. After 24 hours’ growth, the wells showing growth vs no growth was recorded for each plate, and the mixed Cap^+^/Cap^-^ composition of each “growth” well was checked by India ink staining and microscopy. Then, assuming a Poisson distribution, the number of “no growth” wells was used to calculate the number of wells theoretically inoculated by 1, 2, 3, and 4+ cells in each plate. Finally, using the starting proportion of Cap^+^ and Cap^-^ cells in the Table above, probability that the number of “growth” wells theoretically founded by 1 cell contained populations started by both single Cap^+^ and single Cap^-^ cells was calculated. If this proportion was >0.95, we state with 95% confidence that the 96 well plate contained at least one mixed Cap^+^/Cap^-^ population founded by a single Cap^+^ cell, *and* at least one mixed Cap^+^/Cap^-^ population founded by a single Cap^-^ cell. In other words, genotypes with a final probability of >0.9 were assumed to be bidirectional Cap^+^/Cap^-^ switchers.

*96 well plate for* *6B^4^*

The 96 well plate for 6B^4^ showed 43 wells with growth (shaded grey below), and 53 wells with no growth (unshaded). India ink staining followed by bright field microscopy showed a good mix of Cap+ and Cap- cells in each well that grew:

|  | 1 | 2 | 3 | 4 | 5 | 6 | 7 | 8 | 9 | 10 | 11 | 12 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| A |  |  |  |  |  |  |  |  |  |  |  |  |
| B |  |  |  |  |  |  |  |  |  |  |  |  |
| C |  |  |  |  |  |  |  |  |  |  |  |  |
| D |  |  |  |  |  |  |  |  |  |  |  |  |
| E |  |  |  |  |  |  |  |  |  |  |  |  |
| F |  |  |  |  |  |  |  |  |  |  |  |  |
| G |  |  |  |  |  |  |  |  |  |  |  |  |
| H |  |  |  |  |  |  |  |  |  |  |  |  |

It is known that there are 53 wells that were “inoculated” with 0 cells (no growth). Thus, we can use the Poisson distribution to calculate *λ,* the expected number of cells per well (*P*=probability of *y* cells founding any given well, *y*=number of cells of interest, *λ*=the expected number of cells *per* well, *e*=base of the natural logarithm):

$P\left( y \right)=\frac{\lambda^{y} x e^{-\lambda}}{y!}$

$\frac{53}{96}=e^{-\lambda}$

$\lambda= -(\ln\left( \frac{53}{96} \right))$ = 0.59405627797

This value of lambda was used to work out the theoretical occurrence of each number of cells inoculating a well (**Table 1.4**):

| **Number of cells** | **Actual or theoretical occurrence probability^a^** | **Number of wells^b^** | |
| --- | --- | --- | --- |
|  |  | **1 d.p.^c^** | **Rounded^d^** |
| 0 | 53/96=0.5520833333 | (53) | 53 |
| 1 | 0.3296857011 | 31.5 | 32 |
| 2 | 0.09741589402 | 9.4 | 9 |
| 3 | 0.01929017447 | 1.9 | 2 |
| 4+ | 0.00152489741 | 0.1 | 0 |
| Totals | 1.00 | 95.9 | 96 |

**Table 1.4: Poisson probabilities of population foundation by increasing numbers of 6B^4^ cells, and corresponding expected numbers of each in 96 independent populations. ^a^**Probability of the specified number of cells founding any given population. ^b^Corresponding expected number of 96 independent populations founded by specified number of cells to 1 decimal place (giving a total of 95.9 wells), and ^d^rounded to the nearest number of wells (96 wells).

The starting inoculum contained roughly a 0.1816 proportion of Cap^+^ cells (90.8/500). Thus, the probability that all 32 cells that were lone founders were capsulated (Pcap) is 1.96x10^-24^, while the probability that all 1 cell populations were founded by non-capsulated cells (Pnoncap) is 0.0016. Then, the probability that each cell type founded at least one population (Pboth) is 0.9984. These results are consistent with 6B^4^ cells being capable of switching in both directions.

$Pcap=\left( {0.1816}^{32} \right)=1.96x{10}^{-24}$

$$Pnoncap=\left( {0.8184}^{32} \right)=0.0016$$

$P\left( both \right)= 1-\left( Pcap+ Pnoncap \right)=0.9984$

*96 well plate for JG59 (Re1)*

This plate was not well sealed; 42 wells dried out and were discarded from the analysis (black shading). Of the remaining 54 wells, 11 showed growth (shaded grey) and 45 showed no growth (unshaded). India ink staining followed by bright field microscopy showed a good mix of Cap^+^ and Cap^-^ cells in each well that grew:

|  | 1 | 2 | 3 | 4 | 5 | 6 | 7 | 8 | 9 | 10 | 11 | 12 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| A |  |  |  |  |  |  |  |  |  |  |  |  |
| B |  |  |  |  |  |  |  |  |  |  |  |  |
| C |  |  |  |  |  |  |  |  |  |  |  |  |
| D |  |  |  |  |  |  |  |  |  |  |  |  |
| E |  |  |  |  |  |  |  |  |  |  |  |  |
| F |  |  |  |  |  |  |  |  |  |  |  |  |
| G |  |  |  |  |  |  |  |  |  |  |  |  |
| H |  |  |  |  |  |  |  |  |  |  |  |  |

It is known that there are 45 wells that were “inoculated” with 0 cells (no growth). Thus, we can use the Poisson distribution to calculate *λ,* the expected number of cells per well (*P*=probability of *y* cells founding any given well, *y*=number of cells of interest, *λ*=the expected number of cells *per* well, *e*=base of the natural logarithm):

$\frac{45}{54}=e^{-\lambda}$

$\lambda= -(\ln\left( \frac{45}{54} \right))$ = 0.18232155679

This value of lambda was used to work out the theoretical occurrence of each number of cells inoculating a well (**Table 1.5**):

| **Number of cells** | **Actual or theoretical occurrence probability^a^** | **Number of wells^b^** | |
| --- | --- | --- | --- |
|  |  | **1 d.p.^c^** | **Rounded^d^** |
| 0 | 45/54=0.833333333 | (45) | 45 |
| 1 | 0.15193463005 | 8.2 | 8 |
| 2 | 0.0138504793 | 0.7 | 1 |
| 3 | 0.00084174697 | 0.0 | 0 |
| 4+ | 3.98x10^-5^ | 0.0 | 0 |
| Totals | 1.00 | 53.9 | 54 |

**Table 1.5: Poisson probabilities of population foundation by increasing numbers of JG59 (Re1) cells, and corresponding expected numbers of each in 96 independent populations. ^a^**Probability of the specified number of cells founding any given population. ^b^Corresponding expected number of 96 independent populations founded by specified number of cells to 1 decimal place (giving a total of 53.9 wells), and ^d^rounded to the nearest number of wells (54 wells).

The starting inoculum contained roughly a 0.69 proportion of Cap^+^ cells (345/500). Thus, the probability that all 8 cells that were lone founders were capsulated (Pcap) is 0.051, while the probability that all 1 cell populations were founded by non-capsulated cells (Pnoncap) is 8.5x10^-5^. Then, the probability that each cell type founded at least one population (Pboth) is 0.9489. These results are consistent with JG59 cells being capable of switching in both directions.

$Pcap=\left( {0.69}^{8} \right)=0.051$

$$Pnoncap=\left( {0.31}^{8} \right)=0.000085$$

$P\left( both \right)= 1-\left( Pcap+ Pnoncap \right)=0.9489$

*96 well plate for JG71 (Re9)*

The 96 well plate for JG71 showed 25 wells with growth (shaded grey below), and 71 wells with no growth (unshaded). India ink staining followed by bright field microscopy showed a good mix of Cap^+^ and Cap^-^ cells in each well that grew:

|  | 1 | 2 | 3 | 4 | 5 | 6 | 7 | 8 | 9 | 10 | 11 | 12 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| A |  |  |  |  |  |  |  |  |  |  |  |  |
| B |  |  |  |  |  |  |  |  |  |  |  |  |
| C |  |  |  |  |  |  |  |  |  |  |  |  |
| D |  |  |  |  |  |  |  |  |  |  |  |  |
| E |  |  |  |  |  |  |  |  |  |  |  |  |
| F |  |  |  |  |  |  |  |  |  |  |  |  |
| G |  |  |  |  |  |  |  |  |  |  |  |  |
| H |  |  |  |  |  |  |  |  |  |  |  |  |

It is known that there are 71 wells that were “inoculated” with 0 cells (no growth). Thus, we can use the Poisson distribution to calculate *λ,* the expected number of cells per well (*P*=probability of *y* cells founding any given well, *y*=number of cells of interest, *λ*=the expected number of cells *per* well, *e*=base of the natural logarithm):

$\frac{71}{96}=e^{-\lambda}$

$\lambda= -(\ln\left( \frac{71}{96} \right))$ = 0.3016683144265208622

This value of lambda was used to work out the theoretical occurrence of each number of cells inoculating a well (**Table 1.6**):

| **Number of cells** | **Actual or theoretical occurrence probability^a^** | **Number of wells^b^** | |
| --- | --- | --- | --- |
|  |  | **1 d.p.^c^** | **Rounded^d^** |
| 0 | 71/96=0.5520833333 | (53) | 53 |
| 1 | 0.223 | 21.4 | 21 |
| 2 | 0.0337 | 3.2 | 3 |
| 3 | 0.00338 | 0.3 | 0 |
| 4+ | 0.000337 | 0 | 0 |
| Totals | 1.00 | 95.9 | 95 |

**Table 1.6: Poisson probabilities of population foundation by increasing numbers of JG71 (Re9) cells, and corresponding expected numbers of each in 96 independent populations. ^a^**Probability of the specified number of cells founding any given population. ^b^Corresponding expected number of 96 independent populations founded by specified number of cells to 1 decimal place (giving a total of 95.9 wells), and ^d^rounded to the nearest number of wells (95 wells).

The starting inoculum contained roughly a 0.1632 proportion of Cap+ cells. Thus, the probability that all 32 cells that were lone founders were capsulated (Pcap) is 2.93x10^-17^, while the probability that all 1 cell populations were founded by non-capsulated cells (Pnoncap) is 0.0237. Then, the probability that each cell type founded at least one population (Pboth) is 0.9763. These results are consistent with JG71 cells being capable of switching in both directions.

$Pcap=\left( {0.1632}^{21} \right)=2.93x{10}^{-17}$

$$Pnoncap=\left( {0.8368}^{21} \right)=0.02371674597$$

$P\left( both \right)= 1-\left( Pcap+ Pnoncap \right)=0.97628325402$

**Conclusion**

Of the 15 potential switcher genotypes, nine have been recorded as bidirectional Cap^+^/Cap^-^ switchers in the manuscript – on the basis of colony, cell and population growth assays. Each of the nine switcher genotypes contains one of three different point mutations in *rpoD*; the six discarded genotypes contain mutations in *pflu4939* or *wspR*.

**Supplementary Text S2**

**Extended experimental procedures**

**2.1 Bacterial strains used**

**Table 2.1: Designations and characteristics of bacterial strains used in this study.**

**2.2 Plasmids and transposons used**

| **Name** | **Description** | **Reference** |
| --- | --- | --- |
| *Plasmids* | | |
| pCR8/GW/TOPO | Spe^R^, Puc *ori*; 2.8 kb sequencing plasmid | Invitrogen |
| pUIC3 | Tc^R^, *mob*, *oriR6K*, *bla*, Δpromoter-*lacZY* | (Rainey 1999) |
| pRK2013 | Km^R^, IncP4, *tra*, *mob*; mobilization plasmid used as a helper for triparental mating | (Figurski and Helinski 1979) |
| pCre | A derivative of pUT, carrying the *cre* gene from pRH133, Cm^R^, used to excise IS-Ω-Km/hah, leaving a 189 bp segment with STOP codons in all three reading frames. | (Manoil, 2000; Giddens *et al*., 2007) |
| *Transposons* | | |
| IS-Ω-Km/hah | Km^R^, ColE1 *ori*, *npt* promoter, *loxP* | (Giddens et al. 2007) |

**Table 2.2: Designations and characteristics of plasmids and transposons used in this study.**

**2.3 Genotype constructions**

*2.3.1 Construction of* rpoD *mutations*

The t1682c *rpoD* mutation was reconstructed in three backgrounds: 6A^4^, 1A^4^ and SBW25. Primers used are in the Table below. In each case, the mutation was constructed using a scar-free, pUIC3-mediated two-step allelic exchange protocol (Zhang and Rainey 2007). The resulting genotypes, 6A^4^-*rpoD**, 1A^4^-*rpoD** and SBW25-*rpoD** were confirmed as containing the *rpoD* mutation by PCR amplification and Sanger sequencing of the relevant genomic region.

| **Primer Name** | **Sequence (5**'**🡪3**'**)^a^** | **Use** |
| --- | --- | --- |
| rpoD_t1682c_f | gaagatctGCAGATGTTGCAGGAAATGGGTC | Construction of t1682c |
| rpoD_t1682c_r | gaagatctCCGTTGCGGTCCAGGTC | Construction of t1682c |
| rpoD_final_f | CTGGTGGATTCGTCAGGCGATC | Final PCR & sequencing |
| rpoD_final_r | GCCGTCTTCGTCACGGTATTC | Final PCR & sequencing |

^a^underline denotes *Bgl*II restriction site. Capital letters denote homology to the SBW25 genome sequence, and small letters denote primer sequence that does not match SBW25 (and are not present in the final construct).

*2.3.2 Construction of* carB *mutation*

The c2020t *carB* mutation was reconstructed in 6A^4^. Primers used are in the Table below. The mutation was constructed using a scar-free, pUIC3-mediated two-step allelic exchange protocol (Zhang and Rainey 2007). The resulting genotype, 6A^4^-*carB** was confirmed as containing the c2020t *carB* mutation by PCR amplification and Sanger sequencing of the relevant genomic region.

| **Primer Name** | **Sequence (5**'**🡪3**'**)^a^** | **Use** |
| --- | --- | --- |
| carB_3f | gaagatctTGGGTGTGACCGAGAAGAACC | Construction of c2020t |
| carB_4r | gaagatctCGGGTTGACTTCGATGACGTAG | Construction of c2020t |
| carB_final_f | GTTCCTGGTGCAGATCGAGAGTC | Final PCR & sequencing |
| carB_final_r | CACGCTGTAGAAGTTCGGAATG | Final PCR & sequencing |
| carB_seq_f | CTTCCGACCGTCTGTACTTTGAG | Sequencing |
| carB_seq_f2 | CTGGACCACTTCCTCAACTGC | Sequencing |

^a^underline denotes *Bgl*II restriction site. Capital letters denote homology to the SBW25 genome sequence, and small letters denote primer sequence that does not match SBW25 (and are not present in the final construct).

*2.3.3 Deletion of the colanic acid operon*

The CAP structural gene locus, *wcaJ-wzb* (which covers bases 4050846-4074200), was deleted from 6B^4^ (giving 6B^4^∆CA), using the same set of primers and process as previously published for the 1B^4^ genetic background (Gallie et al. 2015). In short, bases 4050675-4074194 inclusive were replaced with a 23 bp sequence. Sequences of the primers used are provided in the table below.

| **Primer Name** | **Sequence (5**'**🡪3**'**)^a^** | **Use** |
| --- | --- | --- |
| wcaJKO-1 | gaagatctcgcagacgctgaacacctg | Deletion of *wcaJ-wzb* |
| wcaJKO-2 | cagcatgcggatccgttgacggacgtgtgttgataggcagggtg | Deletion of *wcaJ-wzb* |
| wcaJKO-5 | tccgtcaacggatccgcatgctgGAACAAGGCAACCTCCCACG | Deletion of *wcaJ-wzb* |
| wcaJKO-6 | gaagatctCTTTCTCAGCGCGTAACTGCG | Deletion of *wcaJ-wzb* |

^a^underline denotes *Bgl*II restriction site. Capital letters denote homology to the SBW25 genome sequence, and small letters denote primer sequence that does not match the SBW25 genome sequence.

*2.3.4 Deletion of* rsmA1 *and* rsmE *from 6B^4^*

The *rsmA1* (*pflu4746*) and *rsmE* (*pflu4165*) genes were individually deleted from 6B^4^ using the scar free two step allelic exchange method. Despite repeated attempts, we were not able to simultaneously delete *rsmA1* and *rsmE* in the 6B^4^ background. The primers used to construct the deletion fragments have been previously published for deletion of these genes in the 1B^4^ background (Remigi *et al*., 2019).

*2.3.5 Deletion of* mvaT *from 6B^4^ and 1B^4^*

The *mvaT* (*pflu4939*) gene was deleted from 6B^4^ and 1B^4^ using the scar free two step allelic exchange method. The primers used to construct the deletion fragments are provided below:

| **Primer Name** | **Sequence (5**'**🡪3**'**)^a^** | **Use** |
| --- | --- | --- |
| oPR80 | tcagactagtGGTGCAGCAAGTCAGCCAG | Deletion of *mvaT* |
| oPR81 | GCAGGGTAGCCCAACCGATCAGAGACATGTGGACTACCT | Deletion of *mvaT* |
| oPR82 | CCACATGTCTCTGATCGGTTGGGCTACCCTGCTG | Deletion of *mvaT* |
| oPR83 | tcagactagtACCGCTCAAACTGGTGCAT | Deletion of *mvaT* |

^a^underline denotes *Spe*I restriction site. Capital letters denote homology to the SBW25 genome sequence, and small letters denote primer sequence that does not match the SBW25 genome sequence. Red=complimentary regions.

*2.3.6 Transcriptional* lacZ *fusion*

To investigate whether CAP expression is controlled at the transcriptional level, a 6B^4^ chromosomal transcriptional fusion was constructed between *lacZ* and the CAP structural gene *wcaJ*. This fusion has previously been constructed in the 1B^4^ genomic background, and shown to produce blue and white sectored colonies (Gallie et al. 2015).

The transcriptional *lacZ* fusion was made by amplifying *wcaJ* (covers bases 4050846-4052261; the fusion fragment consisted of bases 4050809-4052265; see Table below for primers) and inserted into the *Pseudomonas* suicide vector pUIC3 directly upstream of promoterless *lacZY*. The constructed vector was inserted into chemically competent *E. coli* DH5α-λ*pir* cells and transferred to 6A^4^, 6B^4^ and 1A^4^ *via* tri-parental conjugation (the helper strain was *E. coli* carrying pRK2013, which contains *tra* and *mob* genes for conjugation). Transconjugants were screened for types that had incorporated the vector into the chromosome (at *wcaJ* *via* homologous recombination) by plating on LB+Tc(25 µg mL^-1^)+NF. NF inhibits *E. coli* growth and selects against the donor/helper strains, while tetracycline inhibits growth of the recipient. Successful transconjugants (NF^R^, Tc^R^) were purified. A complete, functional copy of *wcaJ* remained in the final genome (a requirement for realization of the Cap^+^ phenotype, see **supplementary Table S1** and (Gallie et al. 2015).

| **Primer Name** | **Sequence (5**'**🡪3**'**)^a^** | **Use** |
| --- | --- | --- |
| WcaJ-lacZf | gaagatctGTATTGCGCCGCGTGATC | *CAP*-*lacZ* transcriptional fusions |
| WcaJ-lacZr | gaagatctGCGCTCAGTAGATATCCTTGG | *CAP*-*lacZ* transcriptional fusions |

^a^underline denotes *Bgl*II restriction site. Capital letters denote homology to the SBW25 genome sequence, and small letters denote primer sequence that does not match the SBW25 genome sequence.

**Supplementary Text S3**

**Statistical test for differential expression of ribosomal protein genes in 6B^4^**

There are 53 genes identified as encoding ribosomal structural proteins in the *P. fluorescens* SBW25 genome. 33 are predicted to be associated with the 50S ribosomal subunit, and 20 with the 30S. A full list of these is available in **Supplementary Table S7**. If an increase in the expression of ribosomes is indeed behind switching in 6B^4^, we would expect to see the 53 genes encoding ribosomal structural proteins to be more highly expressed in capsulated strains/morphotypes. While we do see some of these genes with statically significant higher expression in 6B^4^-Cap^+^ (vs 6A^4^), many have not been identified as showing statistically significant changes in expression. However, when looking at the expression levels of the genes that do not show statistically significant differences, we see apparent patterns. Here, we seek to explore whether these patterns are significant. It is possible that the noisy nature of the Line 6 RNA-seq replicates has led to the over-zealous exclusion of genes.

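The biological coefficient of variation over the 12 libraries was 49.3%. In principal components of log2 counts, the first component held 40.3% of the variance. On it, 6A4 replicate 1 lay at -67.0 and the other 6A4 replicates at 1.08 and -7.45, and 6B4-Cap+ replicate 1 lay at 73.7 and the others at 28.2 and 13.7. The 6B4-Cap- libraries lay between 13.7 and 18.2. When the spread of simulated libraries was as large as here, edgeR's quasi-likelihood test called 58% of genes changed 4-fold. With a much smaller spread, it called 98% of them.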

**3.1 Premise**

Imagine flipping a coin 53 times, and recording “heads” or “tails” for every flip. If the coin is fair, the probability of “heads” at each flip is 0.5. Using this information, we can calculate the probability of receiving a particular number of heads for one run of the 53-trial experiment. This would be done using the binomial distribution, which assigns “success” (“heads”) or “failure” (“tails”) to each run of the experiment. The parameters are *N* (number of trials) and *p* (probability of success at each trial). Here, *B(N*=53, *p*=0.5).

The probability of (*e.g.*) 40 heads on 53 trials of a fair coin, using either a two or one-tailed test in *R*:

> binom.test(40,53,(1/2),alternative="two.sided")

Exact binomial test

data: 40 and 53

number of successes = 40, number of trials = 53, p-value =

0.0002685

alternative hypothesis: true probability of success is not equal to 0.5

95 percent confidence interval:

0.6171753 0.8624488

sample estimates:

probability of success

0.754717

> binom.test(40,53,(1/2),alternative="greater")

Exact binomial test

data: 40 and 53

number of successes = 40, number of trials = 53, p-value =

0.0001343

alternative hypothesis: true probability of success is greater than 0.5

95 percent confidence interval:

0.638574 1.000000

sample estimates:

probability of success

0.754717

> binom.test(40,53,(1/2),alternative="less")

Exact binomial test

data: 40 and 53

number of successes = 40, number of trials = 53, p-value = 1

alternative hypothesis: true probability of success is less than 0.5

95 percent confidence interval:

0.0000000 0.8483866

sample estimates:

probability of success

0.754717

**3.2 The ribosomal structural genes from the RNA-seq data**

By extrapolation, we can use the above to test the probability of obtaining the observed numbers of higher/lower RNA-seq BaseMeans for the 53 ribosomal structural genes in each morphotype comparison. We will label “increased expression in morphotype 1” as “success” and “increased expression in morphotype 2” as “failure”.

Note that, unlike the coin toss example above, *p* is not necessarily 0.5 in our data. That is, the probability of success/increased expression in morphotype 1 vs morphotype 2 is not necessarily 0.5. Instead, we have looked at the RNA-seq output, and for each comparison determined the number of genes that are increased in expression in morphotype 1, and the number in morphotype 2. These values have then been used to calculate *p* in each case (**Table 3.2.1**). 

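This count uses the direction of the mean alone, so that a gene contributes equally whether its change is large or small. In comparison B, 3015 of the 6011 detected genes had the higher mean in 6B4-Cap+ and 2996 in 6A4. In comparison C, 3265 were higher in 6B4-Cap+ and 2745 in 6B4-Cap-, and in comparison A 2805 were higher in 6B4-Cap- and 3205 in 6A4. Many of the 53 genes lie side by side, in 18 clusters of neighbouring loci of which the largest holds 26 genes. With 1 vote per cluster, 16 of 18 were higher in 6B4-Cap+ than in 6A4 and 17 of 18 higher than in 6B4-Cap-.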

*N*, however, remains 53 (due to there being 53 genes encoding ribosomal structural proteins).

| **Comparison** | **Morphotype 1** | **Morphotype 2** | **# Gene up 1** | **# Genes up 2** | ***p* (4 s.f.)** |
| --- | --- | --- | --- | --- | --- |
| A | 6A^4^ | 6B^4^-Cap^-^ | 3211 | 2799 | 0.5343 |
| B | 6A^4^ | 6B^4^-Cap^+^ | 2919 | 3092 | 0.4856 |
| C | 6B^4^-Cap^-^ | 6B^4^-Cap^+^ | 2559 | 3451 | 0.4258 |

**Table 3.2.1:** The probability of “success” (“increased expression in morphotype 1”) in each comparison.

For example, if we take comparison B (6A^4^ vs 6B^4^-Cap^+^), *H_0_*=no difference in ribosomal structural gene expression between 6A^4^ and 6B^4^-Cap^+^. The question is, given that the chance of any randomly assigned gene showing increased expression in 6A^4^ is 0.4856, what are the odds of 13 (of 53) ribosomal structural genes being increased in 6A^4^ relative to 6B^4^-Cap^+^? A two-tailed binomial test (*N*=53, *p*=2919/6011, success=13) provides strong evidence against *H_0_* (*p*=0.0004791; **Table 3.2.2**).

| **Comparison** | **Morphotype 1** | **Morphotype 2** | **# Success** | **# Failure** | ***p*-value** |
| --- | --- | --- | --- | --- | --- |
| A | 6A^4^ | 6B^4^-Cap^-^ | 29 | 24 | 0.8912 |
| B | 6A^4^ | 6B^4^-Cap^+^ | 13 | 40 | 0.0004791*** |
| C | 6B^4^-Cap^-^ | 6B^4^-Cap^+^ | 10 | 43 | 0.0004082*** |

**Table 3.2.2:** Summary of “successes” for the 53 ribosomal structural genes in SBW25. A significant *p*-value provides evidence against *H_0_* (no difference in expression of ribosomal structural genes in morphotype 1 and 2).

The one tailed test with *H_1_* of *p*<0.4856 has a significant *p*-value (*p=*0.0002929; **Table 3.2.3**), providing strong evidence that *p* is less than 0.4856 for the ribosomal structural genes. The estimate of the true *p* for ribosomal structural genes in this comparison is 0.2453, with 95% CI of 0-0.3614. In other words, the chance of “success” or “higher expression in 6A^4^ than 6B^4^-Cap^+^” is 0.2453.

| **Comp** | **Morph 1** | **Morph 2** | **One tailed test *H_1_*** | ***p*-value** | **Higher expression morphotype** | **Estimate true *p* (4 s.f.)** | **95% CI for *p* (4 s.f.)** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| A | 6A^4^ | 6B^4^-Cap^-^ | n/a | n/a | n/a | n/a | n/a |
| B | 6A^4^ | 6B^4^-Cap^+^ | *p*<0.4856 | 0.0002929 | 6B^4^-Cap^+^ | 0.2453 | 0-0.3614 |
| C | 6B^4^-Cap^-^ | 6B^4^-Cap^+^ | *p*<0.4258 | 0.0002356 | 6B^4^-Cap^+^ | 0.1887 | 0-0.2990 |

**Table 3.2.3:** Summary of one-tailed tests to determine direction of preferred over-expression.

**3.3 R (version 3.3.3) output**

*Comparison A: 6A^4^ vs 6B^4^-Cap^-^*

*H_0_*=no difference in expression of 53 ribosomal structural genes between 6A^4^ and 6B^4^-Cap^-^. If *H_0_* holds, what are the odds of getting 29 “success” (“up in morphotype 1”), when *N=*53 and *p*=3211/6010?

> binom.test(29,53,(3211/6010),alternative="two.sided")

Exact binomial test

data: 29 and 53

number of successes = 29, number of trials = 53, p-value = 0.8912

alternative hypothesis: true probability of success is not equal to 0.5342762

95 percent confidence interval:

0.4044983 0.6843847

sample estimates:

probability of success

0.5471698

> binom.test(29,53,(3211/6010),alternative="less")

Exact binomial test

data: 29 and 53

number of successes = 29, number of trials = 53, p-value = 0.6265

alternative hypothesis: true probability of success is less than 0.5342762

95 percent confidence interval:

0.0000000 0.6647034

sample estimates:

probability of success

0.5471698

> binom.test(29,53,(3211/6010),alternative="greater")

Exact binomial test

data: 29 and 53

number of successes = 29, number of trials = 53, p-value = 0.4812

alternative hypothesis: true probability of success is greater than 0.5342762

95 percent confidence interval:

0.4255312 1.0000000

sample estimates:

probability of success

0.5471698

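In comparison A, 26 of the 53 genes had a higher mean count in 6B4-Cap- than in 6A4, against 46.7% of all detected genes (two-sided exact binomial test, *P* = 0.784). Leaving out each replicate in turn gave between 11 and 49 genes. The mean log2 count was 0.16 higher in 6B4-Cap- (two-sided exact permutation test, n = 3 each, *P* = 0.8).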

Conclusion: no evidence against equal expression of ribosomal structural protein encoding genes in 6A^4^ and 6B^4^-Cap^-^ (*p*>0.5).

*Comparison B: 6A^4^ vs 6B^4^-Cap^+^*

*H_0_*=no difference in expression of 53 ribosomal structural genes between 6A^4^ and 6B^4^-Cap^+^. If *H_0_* holds, what are the odds of getting 13 “success” (“up in morphotype 1”), when *N=*53 and *p*=2919/6011?

> binom.test(13,53,(2919/6011),alternative="two.sided")

Exact binomial test

data: 13 and 53

number of successes = 13, number of trials = 53, p-value =

0.0004791 ***

alternative hypothesis: true probability of success is not equal to 0.4856097

95 percent confidence interval:

0.1375512 0.3828247

sample estimates:

probability of success

0.245283

> binom.test(13,53,(2919/6011),alternative="less")

Exact binomial test

data: 13 and 53

number of successes = 13, number of trials = 53, p-value =

0.0002929 ***

alternative hypothesis: true probability of success is less than 0.4856097

95 percent confidence interval:

0.000000 0.361426

sample estimates:

probability of success

0.245283

> binom.test(13,53,(2919/6011),alternative="greater")

Exact binomial test

data: 13 and 53

number of successes = 13, number of trials = 53, p-value = 0.9999

alternative hypothesis: true probability of success is greater than 0.4856097

95 percent confidence interval:

0.1516134 1.0000000

sample estimates:

probability of success

0.245283

Conclusion: strong evidence against equal expression of ribosomal structural genes in 6A^4^ and 6B^4^-Cap^+^ (*p*<0.001). The one tailed test with *H_1_* of *p*<0.4856 has a significant *p*-value (*p=*0.0002929), providing strong evidence that *p* is less than 0.4856 for the ribosomal structural genes. The estimate of the true *p* for ribosomal structural genes in this comparison is 0.2453, with 95% CI of 0-0.3614. In other words, the chance of “success” or “higher expression in 6A^4^ than 6B^4^-Cap^+^” for any given trial is 0.2453.

Note also that we would expect the biggest difference in expression between morphotypes 6A^4^ vs 6B^4^-Cap^+^. In this comparison, 3 of the 40 ribosomal structural protein genes that are more highly expressed in 6B^4^-Cap^+^ show a statistically significant difference (**Table 3.3**):

| **#** | **Gene** | **Pflu** | **Product** | **Fold change** | **Adj. *p*-value** |
| --- | --- | --- | --- | --- | --- |
| 1 | *rpmB* | *pflu5980* | 50S ribosomal protein L28 | 7.738548414 | 0.00020082 |
| 2 | *rpmG* | *pflu5979* | 50S ribosomal protein L33 | 8.319071726 | 0.002195541 |
| 3 | *rpsT* | *pflu0765* | 30S ribosomal protein S20 | 4.143637957 | 0.037381413 |

**Table 3.3: Genes encoding ribosomal structural proteins that show statistically significantly higher expression in 6B^4^-Cap^+^ than 6A^4^ (Supplementary table S4).**

*Comparison C: 6B^4^-Cap^-^ vs 6B^4^-Cap^+^*

*H_0_*=no difference in expression of 53 ribosomal structural genes between 6B^4^-Cap^-^ and 6B^4^-Cap^+^. If *H_0_* holds, what are the odds of getting 10 “success” (“up in morphotype 1”), when *N=*53 and *p*=2559/6010?

> binom.test(10,53,(2559/6010),alternative="two.sided")

Exact binomial test

data: 10 and 53

number of successes = 10, number of trials = 53, p-value =

0.0004082***

alternative hypothesis: true probability of success is not equal to 0.4257903

95 percent confidence interval:

0.09436978 0.31972435

sample estimates:

probability of success

0.1886792

> binom.test(10,53,(2559/6010),alternative="less")

Exact binomial test

data: 10 and 53

number of successes = 10, number of trials = 53, p-value =

0.0002356***

alternative hypothesis: true probability of success is less than 0.4257903

95 percent confidence interval:

0.0000000 0.2989995

sample estimates:

probability of success

0.1886792

> binom.test(10,53,(2559/6010),alternative="greater")

Exact binomial test

data: 10 and 53

number of successes = 10, number of trials = 53, p-value = 0.9999

alternative hypothesis: true probability of success is greater than 0.4257903

95 percent confidence interval:

0.1060974 1.0000000

sample estimates:

probability of success

0.1886792

Conclusion: strong evidence against equal expression of ribosomal structural genes in 6B^4^-Cap^-^ and 6B^4^-Cap^+^ (*p*<0.001). The one tailed test with *H_1_* of *p*<0.4258 has a significant *p*-value (*p=*0.0002356), providing strong evidence that *p* is less than 0.4258 for the ribosomal structural genes. The estimate of the true *p* for ribosomal structural genes in this comparison is 0.1887, with 95% CI of 0-0.2990. In other words, the chance of “success” or “higher expression in 6B^4^-Cap^-^ than 6B^4^-Cap^+^” on any given trial is 0.1887.

**Supplementary Figure S1**

**
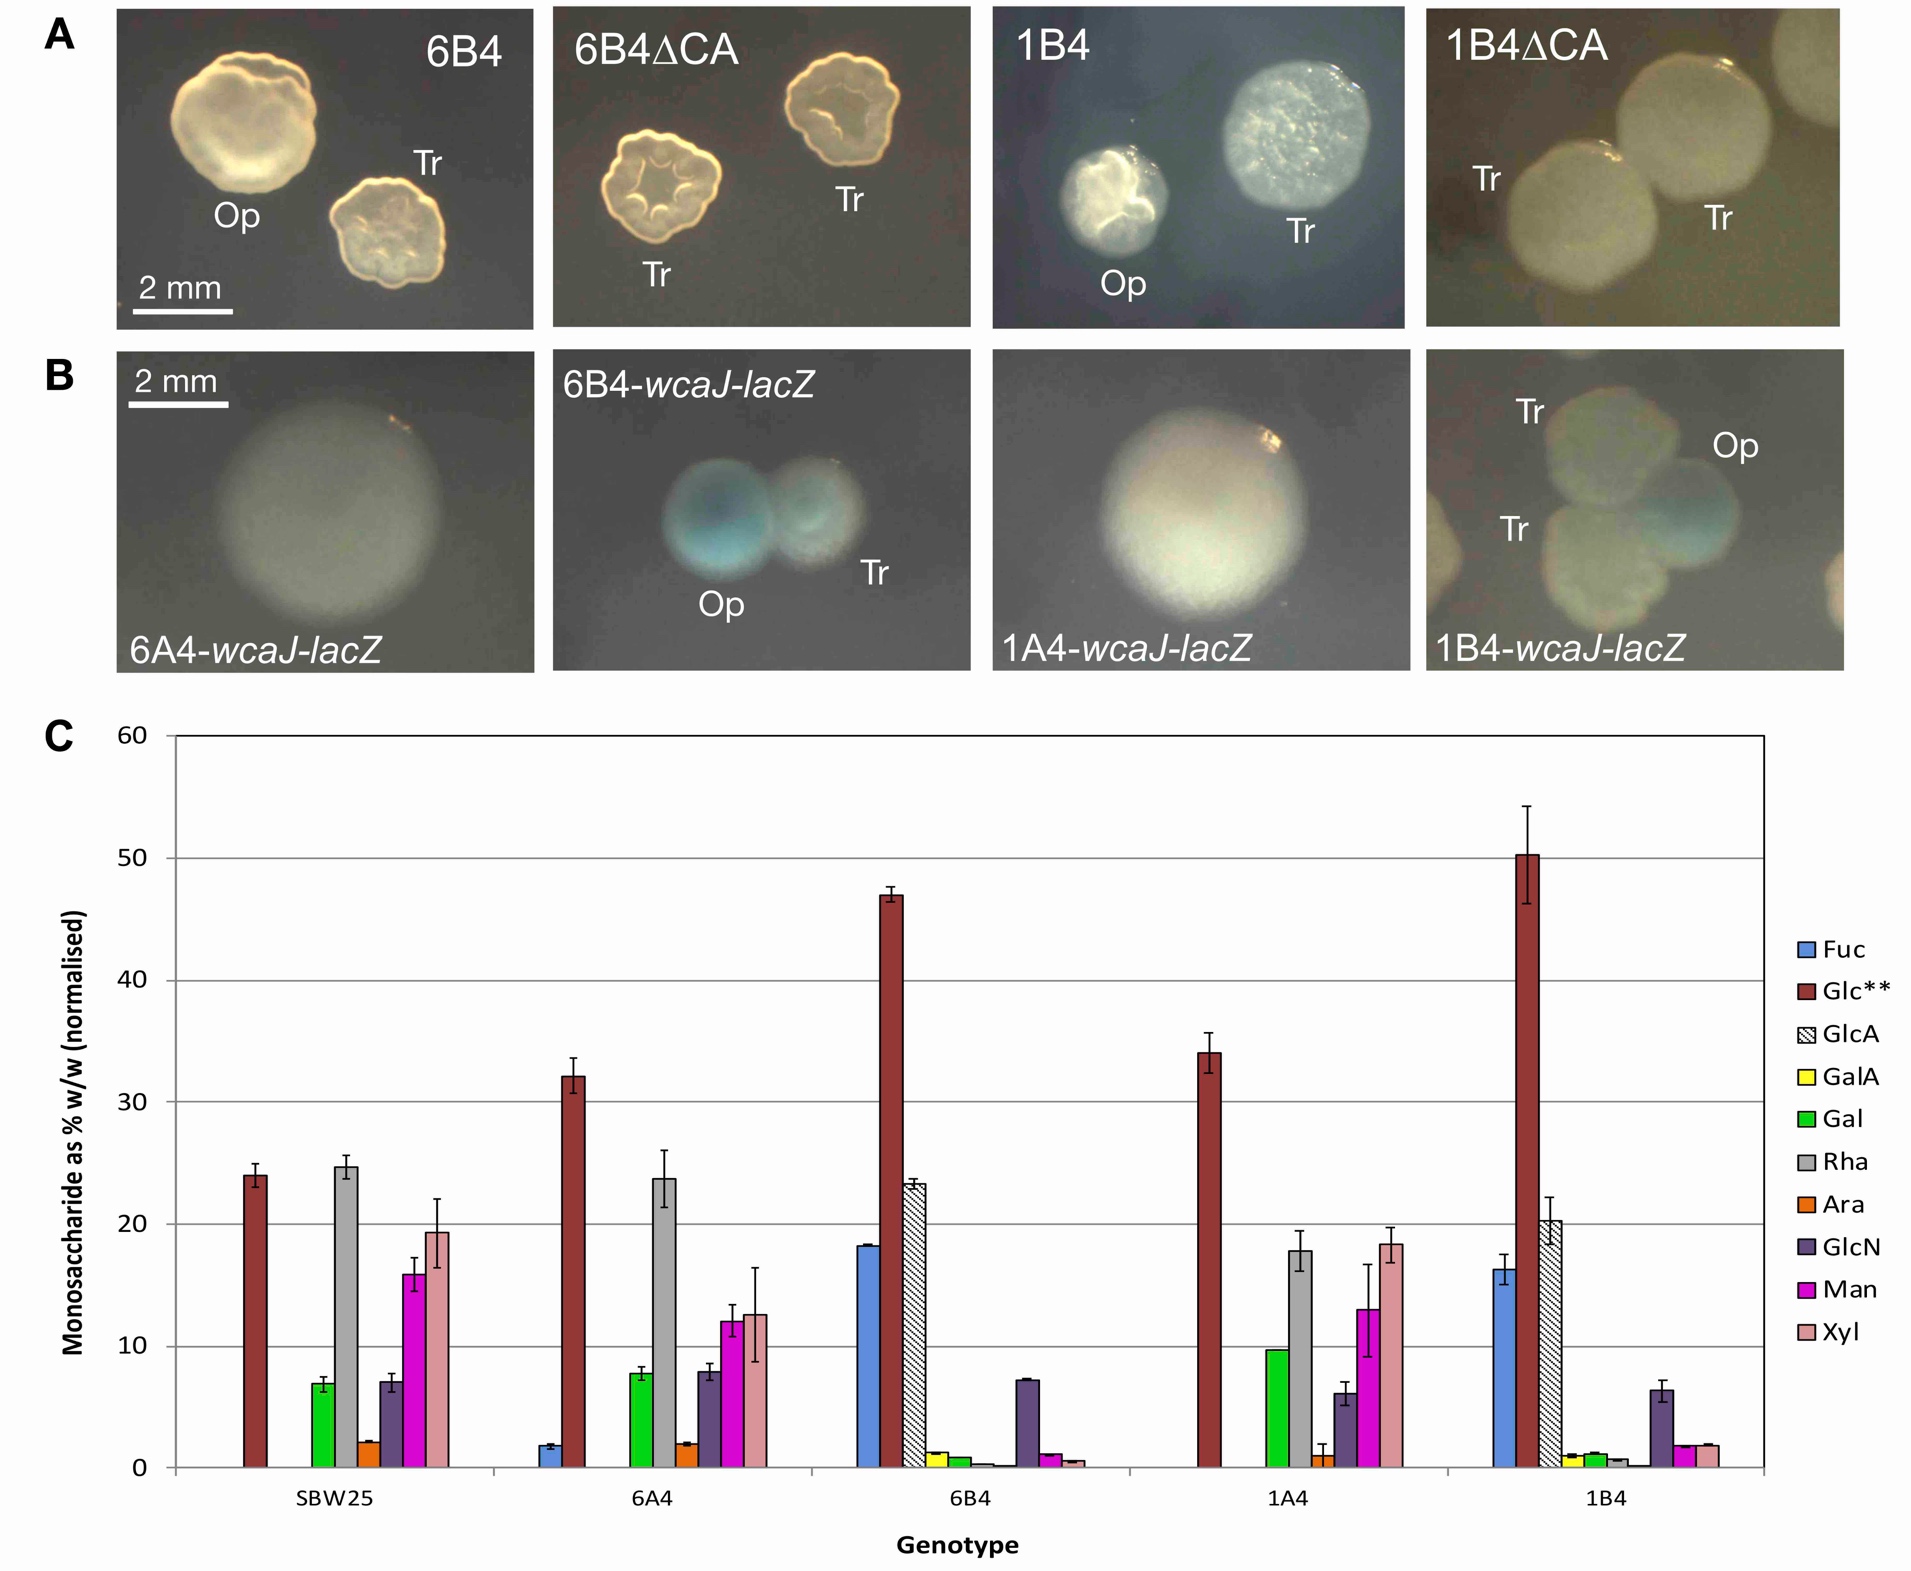
**

**Supplementary figure S1. The structural basis of the capsule is a colanic acid-like polymer (CAP).** (**A**) Deletion of *wcaJ-wzb* (the ~23.3 kb CAP-biosynthetic locus) from 6B^4^ and 1B^4^ results in loss of colony bistability (no opaque colonies). (**B**) Colonies in which a transcriptional fusion of *lacZ* has been made to CAP biosynthetic gene *wcaJ* in the 6A^4^, 6B^4^, 1A^4^ and 1B^4^ backgrounds (on LB+Tc+X-gal plates, 42 hours). 6B^4^-*wcaJ-lacZ* and 1B^4^*-wcaJ-lacZ* immediately develop a mixture of blue (Op) and white (Tr) colonies, showing a degree of transcriptional control of *wcaJ*. Contrastingly, 6A^4^-*wcaJ-lacZ* and 1A^4^-*wcaJ-lacZ* initially form uniform, white colonies. Many of these go on to develop a blue tinge, indicating an increase in *wcaJ* transcription at higher population densities and/or later growth phases. This is consistent with the observation that all ancestral genotypes tested carry a low level of capsulated cells, despite producing uniform colonies (Gallie *et al* ., 2015). (**C**) Analysis of the monosaccharide components of all extracellular polysaccharide produced by 6B^4^, 1B^4^ and ancestors shows the emergent production of a similar polymer in both 6B^4^ and 1B^4^ (data for SBW25, 1A^4^ and 1B^4^ published previously in Gallie *et al*., 2015; presented here for comparison). There are two unidentified sugar components found in 6B^4^ and 1B^4^ (not shown). Bars=mean of 2 replicate measurements, error bars=1 SE (see also **supplementary Table S2**). Contrast and/or exposure of some images altered in Preview.

**Supplementary Tables (legends)**

This section contains the legends for seven supplementary tables available as excel files.

**Supplementary text S1. Characterization of capsulation in Line 6 switcher genotypes.** Measurement of capsule size in 6B^4^ versus 1B^4^; demonstration of bi-directional ON/OFF capsule switching in the three *rpoD* mutants (6B^4^, Re8, Re9);

**Supplementary text S2. Extended experimental procedures.** Lists of bacterial strains, plasmids and primers; details of strain constructions.

**Supplementary text S3. Statistical test for differential expression of ribosomal protein genes in 6B^4^.**

**Supplementary table S1. 6B^4^ transposon mutants with altered switching.** Genotypic and phenotypic details of 55 transposon mutants in which the transposon affects capsule switching. Mutants are sorted according to the cellular function likely to be affected by the capsulation-altering insertion. The precise genomic location of the transposon is indicated as the first base on the genomic forward strand downstream of the 3ʹ transposon terminus. For mutants of particular interest, a Cre-deletion (removing most of the transposon and thus eliminating polar effects; Giddens *et al*. 2007) was obtained and analysed (**fig. 6C**).

**Supplementary table S2. Analysis of the capsule polymer monosaccharide composition.** Analysis of the monosaccharide composition of capsule polymer isolated from SBW25, 6A^4^, 6B^4^, 1A^4^ and 1B^4^ (SBW25, 1A^4^ and 1B^4^ measures presented previously (Gallie *et al*., 2015). The analysis is split into three worksheets. The first presents the dry weight (after freeze-drying) of the polymer sample isolated from each genotype. The second lists the monosaccharide composition of each of two replicates of the polymer samples. Each measurement is presented as % w/w and is expressed as a percentage of the detected sugars (*i.e.*, has been normalised). The third worksheet contains the averages, standard errors, and graphs for the analysis.

**Supplementary table S3. A comparison of gene expression data from 6A^4^ and 6B^4^-Cap^-^ (comparison A).** Comparison showing the effects of mutations 1–8 in the evolutionary series (see **fig. 2A**) on gene expression. Complete dataset available at the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) (accession number GSE116490). The table is a list of genes identified by mRNA-seq as having detectably higher mRNA levels in the first genotype (worksheet 1) or the second genotype (worksheet 2). Genes in each worksheet are first sorted into genes showing statistically significant (adjusted *p*<0.05) and not statistically significant (adjusted *p*>0.05) different expression levels (column K), and then by decreasing fold change (column H). Column A is “Locus” (the n^th^ gene in the SBW25 genome; note that while this correlates with pflu number, it is not necessarily the same); column B is “Gene Name” (assigned name or pflu number); column C is “Product” (protein product of the gene); column D is “EC Number” (enzyme catalogue number, where available); column E is “Colour in SBW25 Genome” (colours 1–15 each indicate a distinct functional class of gene product); columns F and G are “Genotype1 BaseMean” and “Genotype2 BaseMean,” respectively (BaseMean is the normalized mean expression level of two replicates of the relevant genotype); column H is “Fold Change” (calculated by dividing the BaseMean of each genotype as indicated); column I is “Log2 Fold Change”; column J is “p-value” (calculated by assuming a binomially distributed read coverage analogous to Fisher’s exact test (Robinson and Smyth, 2008; Anders and Huber, 2010); and column K is “Adjusted p-value” (the p-value adjusted for multiple testing with the Benjamini-Hochberg procedure, which controls for false discovery rate (Anders and Huber, 2010). The third and fourth worksheets provide the raw normalised BaseMeans and a summary of all data in the document, respectively.

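A base mean is the mean of a gene's counts after division by each library's size factor. The base means listed per morphotype in tables S3 to S5 were between 1.11 and 1.13 times the mean over all 3 deposited replicates, scaled with DESeq2's size factors, in every gene that could be paired (2757 genes for 6A4 in comparison A).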

**Supplementary table S4. A comparison of gene expression data from 6A^4^ and 6B^4^-Cap^+^ (comparison B).** For full legend see legend of **Supplementary table S3.**

**Supplementary table S5. A comparison of gene expression data from 6B^4^-Cap^-^ and 6B^4^-Cap^+^ (comparison C).** For full legend see legend of **Supplementary table S3.**

**Supplementary table S6. Comparison of Line 6 and Line 1 gene expression data.** mRNA-seq comparisons A (A^4^ versus B^4^-Cap^-^), B (A^4^ versus B^4^-Cap^+^) and C (B^4^-Cap^-^ versus B^4^-Cap^+^) were also performed in Line 1 (GSE48900; Gallie *et al*., 2015). This table compares each of comparisons A, B and C in Line 6 and Line 1. There are six worksheets. Worksheets 1 and 2 concern comparison A, worksheets 3 and 4 comparison B and worksheets 5 and 6 comparison C. The first of each worksheet pair lists all genes with statistically significantly increased expression in the first genotype (those shared by Line 6 and Line 1, followed by those unique to Line 6 and Line 1), and the second of each worksheet pair lists all genes with statistically significantly increased expression in the second genotype (those shared by Line 6 and Line 1, followed by those unique to Line 6 and Line 1). For example, worksheet 1 lists all genes with statistically significantly increased expression in A^4^ versus B^4^-Cap^-^ and worksheet 2 lists all genes with statistically significantly increased expression in B^4^-Cap^-^ versus A^4^.

**Supplementary table S7. Comparison of ribosomal gene expression.** The first worksheet contains a list of all 53 genes in *P. fluorescens* SBW25 that are predicted to encode ribosomal structural proteins. The second worksheet contains a list of all genes encoding ribosomal structural proteins that are differentially expressed in the Line 6 mRNA-seq comparisons A, B and C. Column headings are as described in the legend for **supplementary table S3**. Statistically significant (adjusted *p<*0.05) are highlighted in grey.

**Supplementary References**

Beaumont HJE, Gallie J, Kost C, Ferguson GC, Rainey PB. 2009. Experimental evolution of bet hedging. Nature 462:90–93.

Figurski DH, Helinski DR. 1979. Replication of an origin-containing derivative of plasmid RK2 dependent on a plasmid function provided in trans. Proc. Natl. Acad. Sci. U.S.A. 76:1648–1652.

Gallie J, Libby E, Bertels F, Remigi P, Jendresen CB, Ferguson GC, Desprat N, Buffing MF, Sauer U, Beaumont HJE, et al. 2015. Bistability in a metabolic network underpins the *de novo* evolution of colony switching in *Pseudomonas fluorescens*. PLoS Biol. 13:e1002109.

Giddens SR, Jackson RW, Moon CD, Jacobs MA, Zhang X-X, Gehrig SM, Rainey PB. 2007. Mutational activation of niche-specific genes provides insight into regulatory networks and bacterial function in a complex environment. Proc. Natl. Acad. Sci. U.S.A. 104:18247–18252.

Manoil C, 2000. Tagging exported proteins using *Escherichia coli* alkaline phosphatase gene fusions. Meth. Enzymol. 326:35-47.

Rainey PB, Bailey MJ. 1996. Physical and genetic map of the *Pseudomonas fluorescens* SBW25 chromosome. Mol. Microbiol. 19:521–533.

Rainey PB. 1999. Adaptation of *Pseudomonas fluorescens* to the plant rhizosphere. Environ. Microbiol. 1:243–257.

Remigi P, Ferguson GC, De Monte S, Rainey PB. 2018. Ribosome provisioning activates a bistable switch coupled to fast exit from stationary phase. Available from: https://www.biorxiv.org/content/early/2018/04/24/244129

Zhang X-X, Rainey PB. 2007. Genetic analysis of the histidine utilization (*hut*) genes in *Pseudomonas fluorescens* SBW25. Genetics 176:2165–2176.

How the deposited data were processed for this re-analysis (not part of the article)

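RNA was sequenced in 3 libraries each of 6A4, 6B4-Cap- and 6B4-Cap+, and in 3 of SBW25. By the paper's methods, 3 colonies of 6B4 were grown, so its Cap- and Cap+ libraries appear to be fractions of the same cultures. The main test and the exact permutation tests do not use this pairing. The replicate block does, if the replicate numbers follow the cultures. The authors aligned the reads to the SBW25 genome with Bowtie2 and counted them per gene with HTSeq, and the deposited values are raw counts per gene, 1 library per file, without normalization. The HTSeq summary lines for reads on no gene, ambiguous reads and the like were left out. The files list 6033 genes. No genome or annotation was used, and 5633 identifiers were paired with a locus through the paper's supplementary tables. The total count per library was between 8010303 and 10495056 in 6A4, 8532209 and 9597612 in 6B4-Cap-, 9427158 and 9891503 in 6B4-Cap+, and 9286641 and 10694686 in SBW25. Over all 12 libraries, 3 counts, taken as the floor, correspond to 0.281 to 0.375 CPM before TMM correction, which covers counting error only. After TMM correction, 3 counts were 0.772 CPM in 6B4-Cap+ replicate 1.

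The main test was edgeR 4.0.16 in R 4.3.3, with TMM factors, the default filterByExpr filter (5918 genes kept) and the quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05. All 12 libraries in 4 groups entered 1 fit, and the comparisons were contrasts of 2 groups. Comparisons A, B and C are those of the paper. SBW25 was also compared with 6A4 and with 6B4-Cap+, and these are given only after the paper. Groups were taken from the sample labels. Standard errors given with edgeR's test are the absolute log2 fold change over the square root of the F statistic, so they restate the test. Normalized counts are given as CPM, counts scaled to a common library total after TMM correction. Single genes were also compared with a two-sided exact permutation test, which cannot go below 0.1 with 3 cultures against 3.

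The gene sets were 38 flagella genes (gene names or products in supplementary tables S3 to S5), 24 CAP genes, 13 alginate genes, the 5 putative sigma factors that the paper names and the 53 ribosomal protein genes of supplementary table S7. Genes named in the text are those the paper names with an expression statement and, in each comparison, up to 3 genes per direction with the largest log2 fold change among those with an adjusted *P* below 0.05 whose libraries did not overlap. The ribosomal protein genes were counted by the direction of their mean and tested with a two-sided exact binomial test against the share of all detected genes. They were also tested with the cultures as the unit (log2 of CPM plus 1) and with camera from limma 3.58.1, which allows for the correlation between genes.

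The alternatives chosen before the data were examined were DESeq2's size factors in edgeR, DESeq2 1.42.0's Wald test with alpha 0.3, with and without the prior on fold changes, no filter on low counts, at least 10 counts in every library, only the 2 groups compared in the fit, the replicate number as a block, each replicate left out in turn, no rRNA and tRNA genes, and an adjusted *P* below 0.01. For the ribosomal protein genes, total counts without TMM, other backgrounds and 1 vote per cluster of neighbouring genes were added to these. After seeing the files, 3 more were tried, which left out the 10 genes with the most counts, thinned every library to the smallest total, or combined the block with a fit of only the 2 groups compared.

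The tests were tried on simulated counts with the spread of the libraries, with 50 genes changed at each fold. edgeR called 2%, 58%, 84% and 94% of genes changed 2-, 4-, 8- and 16-fold, and 1.7% of its calls were unchanged genes. DESeq2 called 12%, 88%, 92% and 98%, and 20.3% of its calls were unchanged genes. The shares of unchanged genes depend on the number of genes changed, 200 in the simulation, and do not carry over to the libraries. Tables were made with pandas 2.3.3, scipy 1.17.1 and numpy 2.4.6, and figures with matplotlib. The Line 1 libraries, sequence reads and other assays of the paper were not analysed here.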

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

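The paper does not report on the SBW25 libraries, and the results below come from them. The tests of a single SBW25 library, of the scaling, of the neighbouring genes and of the replicate block for *rpoS* and *nlpD* were chosen only after the result was seen. The limits that decided each test were set when its values were already known.

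Between SBW25 and 6B4-Cap+, 637 genes had an adjusted *P* below 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, of which 307 were higher in SBW25 and 330 in 6B4-Cap+. Leaving out each replicate in turn gave between 124 and 796 genes. Only 4 of the 10 splits of the 6 libraries part all 3 same-numbered pairs, as the real one does, and 1 of these 4, the real one, gave as many genes. The other 6 splits part 1 pair only. All 9 splits other than the real one gave 0 genes, with 424 to 1043 genes at an unadjusted *P* below 0.05. With 4 such splits, the share cannot be below 1 of 4. By this test alone, the result therefore cannot be told apart from an accidental split of the cultures. The mean log2 count of the 24 CAP genes was 2.08 to 3.26 in SBW25 libraries and 8.43 to 9.11 in 6B4-Cap+. That of the 38 flagella genes was 6.57 to 7.74 and 3.88 to 4.27. These gaps exceed the spread within either group, which argues against an accidental split for these 2 sets. GC content, gene length and contamination were not tested, since no annotation with sequences was used. That SBW25 and 6B4-Cap+ differ in a way like 6A4 and 6B4-Cap+ (523 genes) remains a hypothesis. The difference between the 2 comparisons was not tested.

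Between SBW25 and 6A4, 0 genes had an adjusted *P* below 0.05, and 82 had an unadjusted *P* below 0.05, where 296 would be expected by chance. Of these 82, 81 were lower in 6A4 and 1 was higher. In a fit of only these 2 groups with the replicate number as a block, 403 had an unadjusted *P* below 0.05, 329 of them lower in 6A4, and 0 an adjusted one. All 4 splits that part the same-numbered pairs gave at least as many as the count of 0, which holds for any count of 0 and carries no information. The smallest *P* among the 5918 genes was that of *rpoS*. Its log2 fold change from SBW25 to 6A4 was -3.73 (standard error 0.84, unadjusted *P* = 0.000983 and adjusted *P* = 1.00 from edgeR, two-sided exact permutation test *P* = 0.1). The next smallest was that of *nlpD* (PFLU1301), the gene just upstream, at -2.65 (standard error 0.69, unadjusted *P* = 0.00256 and adjusted *P* = 1.00 from edgeR, two-sided exact permutation test *P* = 0.1). Both fail the correction for multiple testing. The counts of *rpoS* were 1581, 208 and 224 CPM in SBW25, 71.8, 36.1 and 45.1 in 6A4, 79.9, 64.2 and 80.2 in 6B4-Cap-, and 237, 69.5 and 74.6 in 6B4-Cap+. Those of *nlpD* were 1624, 382 and 323 in SBW25 and 126, 120 and 127 in 6A4. Both genes were lower in 3 of 3 6A4 libraries than in every SBW25 library, and 0.1 is the smallest exact *P* that 3 cultures against 3 allow.

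Without SBW25 replicate 1, the log2 fold change of *rpoS* shrank from -3.73 to -2.08. With TMM factors, the log2 ratio of the *nlpD* means shrank from -2.64 to -1.51. Neither fall was therefore carried by that library alone. These 2 genes had the smallest *P* values of 5918 genes, however, so a fall remaining in them shows little. Under TMM factors, DESeq2's size factors and total counts, the log2 ratio of the *rpoS* means was -3.71 or further from 0. A difference in culture state would be expected to move many genes, and 21 of 5918 genes, *nlpD* included, fell by at least as much as *nlpD*. The 81 of 82 genes that were lower in 6A4 go the other way, and without SBW25 replicate 1 these were 29 of 113, so a difference in culture state is not excluded. With the replicate number as a block, the *rpoS* change was -3.22. The Wald test of DESeq2 gave no adjusted *P* for *rpoS*. Among the genes from PFLU1292 to PFLU1313 that could be paired with a locus, the largest change other than those of *nlpD* and *rpoS* was -0.394. PFLU1298, PFLU1303 and PFLU1310 could not be paired, so the gene next to *rpoS* downstream was not examined. A fall local to *nlpD* and *rpoS*, for example through the *nlpD* mutations of Line 6, remains a hypothesis beside a difference in culture state. The paper raises the possibility that these mutations alter *rpoS* expression. A sequence change that keeps reads from aligning was not tested, and reads were not used here. The comparison with 6B4-Cap+ also showed a fall, of -2.40 for *rpoS* (adjusted *P* = 0.0686), which shrank to -0.75 without one library.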

How the results depend on the processing

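Of the alternatives below, leaving out the 10 genes with the most counts, thinning the libraries, and the block with only the 2 groups compared were chosen after seeing the data, and the others before the data were examined. Comparison D is SBW25 against 6A4, and comparison F is SBW25 against 6B4-Cap+.

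Over the results that answer a comparison, 430 values were computed under an alternative. Of these, 304 kept their direction and call or stayed close to the value reported, 4 became weaker, 11 stronger, 13 changed direction and 98 counts moved. Over 40 other results, mostly single genes, 398 of 496 values kept their direction and call, 66 became weaker, 32 stronger and 0 changed direction. Comparison D gave 0 genes under every setting. At an unadjusted *P* below 0.05 it held 82, and between 34 and 403 under the alternatives, the most with the block and only the 2 groups compared. The cause of the changes below was not tested unless a value is named.

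DESeq2's Wald test without and with the prior on fold changes gave 522 and 521 genes in A, 1463 and 1461 in B, 87 and 86 in C, and 1571 and 1574 in F. Under both, 453 genes were shared by A and B, 11 CAP genes passed in C, 24 genes of C were shared with Line 1, 5 sigma factors and 3 ribosomal protein genes passed. The *rpoD* log2 fold change in B was 0.81 and 0.786, past the threshold. That of *pflu3655* was 4.93 and 2.17 in A and 4.23 and 3.09 in C, also past the threshold.

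With the replicate number as a block, A gave 86 genes, C gave 52, and 77 genes were shared by A and B. In C, 13 CAP genes passed and 15 genes were shared with Line 1. *pflu3655* passed in A (4.61) and C (4.36). With the block and only the 2 groups compared, A gave 10 genes and B, C and F gave 0 (781, 230 and 988 at an unadjusted *P* below 0.05). There, 0 genes were shared by A and B or with Line 1, 0 flagella genes passed in B or C, and 0 CAP genes, alginate genes or sigma factors in B. *pflu3655* passed in A (4.59) and not in B (9.01). With only the 2 groups compared, A gave 0 genes (1437 at an unadjusted *P* below 0.05), B gave 46 and F 55, with 14 flagella genes, 0 alginate genes and 0 sigma factors in B, and 0 genes shared by A and B.

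At an adjusted *P* below 0.01, A gave 0 genes, B 63, C 4 and F 77, with 0 genes shared by A and B and 0 with Line 1 (994 genes at an unadjusted *P* below 0.05 in A). Flagella genes numbered 17 in B and 4 in C, CAP genes 12 in B, alginate genes 0 and sigma factors 0. Genes of C shared with Line 1 numbered 2 with DESeq2's size factors in edgeR, 2 with at least 10 counts in every library and 2 without the 10 genes with the most counts. With at least 10 counts in every library, 14 flagella genes passed in C. With libraries thinned to the smallest total, A gave 2 genes, both shared with B (2).

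Each replicate left out in turn gave these ranges. A ranged from 0 to 1 genes, B from 100 to 713, C from 0 to 34 and F from 124 to 796. Genes shared by A and B were counted only in the 3 fits without a 6A4 replicate, and numbered 0 in each, with 652 to 1010 genes at an unadjusted *P* below 0.05 in A. Flagella genes in C ranged from 0 to 17, CAP genes from 11 to 24 in B and from 0 to 11 in C, and alginate genes in B from 1 to 9. Genes shared with Line 1 ranged from 0 to 6, sigma factors from 0 to 4 and ribosomal protein genes past the threshold from 0 to 2. The *pflu3655* change in B stayed between 7.52 and 10.5 on the log2 scale. That of *rpoD* in B stayed between 0.62 and 0.93, and in no such fit passed the threshold.

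The ribosomal protein genes depended on the scaling and on single libraries. With total counts in place of TMM, 22 of 53 were higher in 6B4-Cap+ in B and 14 in C, and the mean log2 difference was -0.00653 in B and -0.236 in C. The share of all detected genes higher in 6B4-Cap+ fell as well, from 50.2% to 37.9% in B and from 54.3% to 27.9% in C. This scaling thus moved the detected genes as a whole, not the ribosomal protein genes alone. Leaving out each replicate in turn gave 11 to 49 genes in A, 17 to 49 in B and 6 to 48 in C, and mean log2 differences from -0.114 to 0.804 in B and from -0.286 to 0.651 in C. The low ends in B and C are the fits without 6B4-Cap+ replicate 1. In A, the count of 26 lies above the background share observed and below a background share of 0.5 (26 of 53).

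In simulated counts of this spread, edgeR called 2% of genes changed 2-fold and 58% of genes changed 4-fold, so that a change of the size of *rpoD* would seldom be called.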

Differences from the paper's values

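Of 55 values of the paper for a measure also computed here, 17 differ and 38 do not. Alternatives named below were set before the data were examined. The values here come from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment unless stated.

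In comparison A, the paper's number of differentially expressed genes is 495, against 1 here. The paper's numbers higher in 6A4 and in 6B4-Cap- are 295 and 200, against 0 and 1 here (612 and 382 at an unadjusted *P* below 0.05). With DESeq2, the Wald test gave 522 genes, 314 and 208, and with the prior on fold changes 521, 314 and 207. The paper's number shared with comparison B is 427, against 1 here and 453 under both forms of DESeq2's test. No other alternative falls within the paper's values.

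In comparison B, the paper's number is 1438, against 523 here, with 612 higher in 6A4 against 260 and 826 higher in 6B4-Cap+ against 263. DESeq2's Wald test gave 1463, 642 and 821, and with the prior 1461, 640 and 821, and no other alternative falls within the paper's values. The paper's number of putative sigma factors is 5, against 3 here. Both forms of DESeq2's test gave 5, and the fit without 6B4-Cap+ replicate 2 gave 4. The paper's number of ribosomal protein genes with statistical significance is 3, against 0 here (3 at an unadjusted *P* below 0.05). Both forms of DESeq2's test gave 3, and the fits without 6B4-Cap+ replicate 2 or replicate 3 gave 2. The paper's adjusted *P* for *rpoD* is 0.0324, against 0.132 here. The Wald test of DESeq2 gave 0.00554 and with the prior 0.00555, and none of the 14 alternatives falls within the paper's value.

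In comparison C, the paper's number is 82, against 31 here, and DESeq2's Wald test gave 87, or 86 with the prior. The paper's number higher in 6B4-Cap- is 52, against 31 here. DESeq2's test gave 57 and 56, and the replicate block 36. The paper's number higher in 6B4-Cap+ is 30, against 0 here (294 at an unadjusted *P* below 0.05), and both forms of DESeq2's test gave 30. The paper's number of CAP genes is 12, against 0 here (19 at an unadjusted *P* below 0.05). Both forms of DESeq2's test gave 11, the replicate block 13, and the fit without 6B4-Cap- replicate 1 gave 11. The paper's number of genes common to both Lines is 26, against 4 here, and both forms of DESeq2's test gave 24.

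The paper's binomial *P* for the ribosomal protein genes is 0.0004791 in comparison B, against 0.000805 here. DESeq2's size factors gave 0.000502 and TMM without rRNA and tRNA genes 0.000534. In comparison C, the paper's *P* is 0.0004082, against 0.00214 here. DESeq2's size factors gave 0.000420 and 1 vote per cluster of neighbouring genes 0.000453. No other alternative falls within the paper's values.

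The paper states that *pflu3655* is the most highly differentially expressed gene in every comparison. Here it had the largest rise in each comparison. In comparison C, 15 genes fell by more on the log2 scale, led by *flgF* (-6.16 against 4.14), and in comparison A 5 genes fell by more. The paper states that *pflu3655*, *pflu3656* and *pflu3657* are significantly higher in 6B4-Cap- than in 6A4. Here the adjusted *P* values were 0.139, 0.0880 and 0.0929, and DESeq2's Wald test gave 0.000465, 5.93e-05 and 0.000184. With the replicate block they were 0.00569, 0.0455 and 0.0252.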

Other observations

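Of the tests in the closing section, 11 were chosen only after the result was seen. In this part, these are the tests of 6B4-Cap+ replicate 1 for the ribosomal protein genes and for *rsmE* and *mvaT*, of a batch shared by replicate numbers, of 6B4-Cap+ cells in the 6B4-Cap- fraction, and of further libraries in the paper's fit. The other 25 were chosen before, but the limits that decided them were set when values were already known.

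For each comparison of 3 libraries against 3, only 4 of the 10 splits part all 3 same-numbered pairs as the real one does, and the other 6 part 1 pair. In comparisons A, B and C, 1 of the 4 splits, the real one, gave as many genes with an adjusted *P* below 0.05. Every other split gave 0, with 71 to 310 genes at an unadjusted *P* below 0.05 in A, 535 to 1039 in B and 121 to 696 in C. The same holds for the flagella genes in B and C, and for the CAP genes, alginate genes and sigma factors in B (1 of 4 each). For the CAP genes in C and the ribosomal protein genes past the threshold in B, where the count is 0 (19 and 3 at an unadjusted *P* below 0.05), all 4 of 4 splits gave as many, which holds for any count of 0 and carries no information. With 4 such splits, the share cannot be below 1 of 4. By this test alone, the results therefore cannot be told apart from an accidental split of the cultures. The mean log2 count of the CAP genes was 2.06 to 3.59 in 6A4 libraries and 8.43 to 9.11 in 6B4-Cap+. That of the flagella genes was 6.53 to 7.81 and 3.88 to 4.27. These gaps exceed the spread within either morphotype, which argues against an accidental split for these 2 sets in B. In comparison B, 515 genes remained in place of 523 without the 10 genes with the most counts, and 541 with libraries thinned to the smallest total. Leaving out these 10 genes can move a count, since comparison C then gave 22 genes in place of 31. In B, 30 flagella genes and 24 CAP genes passed the threshold in both fits, as many as in the main fit. The totals differed little to begin with, and the count did not fall when they were evened out. Leaving out 10 genes, or evening out totals that differed little, could hardly remove a count of 523. These fits therefore cannot tell whether those 10 genes, or a difference in library totals, are the source of the count in B. They show only that the count stayed close to 523 in both. Other abundant genes were not left out.

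Replicates of one morphotype differed widely. Same-numbered libraries may share a batch, since 10 of 216 renumberings gave a correlation of same-numbered libraries as high as the 0.236 observed. By comparison, this correlation was 0.188 in A, -0.0376 in B, 0.234 in C, 0.843 between SBW25 and 6A4, and 0.0251 between SBW25 and 6B4-Cap+. The common dispersion without the 10 most abundant genes was 1.0 times its value with all genes. Leaving out 10 of 5918 genes can hardly move this estimate, so the spread cannot be told apart from an effect of the most abundant genes. Spread shared by same-numbered libraries may hide genes in comparison A, where the block gave 86 genes in place of 1. In the comparison of SBW25 with 6A4, the block gave 0 genes, with 82 at an unadjusted *P* below 0.05, or 403 when only these 2 groups were in the fit. No biological explanation of the spread was tested.

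The number of ribosomal protein genes higher in 6B4-Cap+ may reflect technical causes. In B, 4 of the 4 splits gave at least 39 of 53 genes on one side, and in C, 4 of 4 gave at least 40, the other splits giving 51, 51 and 51 in B and 41, 45 and 47 in C. With the correlation between genes allowed for, camera gave *P* = 0.715 in B and 0.708 in C. Among 10000 lists of genes of like expression, 10% in B (1002 lists) and 34% in C held as many genes higher, so highly expressed genes as a class could account for the count. Without 6B4-Cap+ replicate 1, 17 of 53 genes were higher in B and 6 in C, both in the other direction. With 1 vote per cluster of neighbouring genes, 16 of 18 clusters were higher in B (two-sided exact binomial *P* = 0.00131) and 17 of 18 in C (0.000453), so genes moving together within a cluster do not account for the count, while camera allows for correlation over the whole set. By these tests, the pattern cannot be told apart from an effect of 6B4-Cap+ replicate 1, of high expression, of genes moving together over the whole set or of an accidental split. In the comparison of SBW25 with 6A4, 53 of 53 genes were higher in 6A4, by log2 fold changes of 0.29 to 0.57, and 0 had an unadjusted *P* below 0.05. Without 6A4 replicate 2, only 20 of 53 were higher, by changes from -0.54 to 0.65, and without SBW25 replicate 1 there were 44. Without any other single library, 52 or 53 were higher. With the block and only these 2 groups in the fit, 18 had an unadjusted *P* below 0.05 and 0 an adjusted one.

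The mean log2 counts of the 24 CAP genes in 6B4-Cap- (7.37, 4.88 and 4.23) lay above every 6A4 and below every 6B4-Cap+ library. By edgeR's quasi-likelihood test, however, 0 of them had an adjusted *P* below 0.05 in comparison A or C (23 and 19 at an unadjusted one). DESeq2's Wald test gave 21 CAP genes in A and 11 in C, and the replicate block 10 and 13. The block with only the 2 groups compared gave 6 in A and 0 in C. The mean log2 counts of the 38 flagella genes (6.76, 7.06 and 7.40) lay within the range of 6A4 (6.53 to 7.81), so their set mean was not intermediate. In comparison A, 0 of them had an adjusted *P* below 0.05 by edgeR's test (4 an unadjusted one). DESeq2's Wald test gave 3 and the replicate block 2. The single gene *fliC* was intermediate, with 953 to 4683 CPM in 6A4, 102 to 298 in 6B4-Cap- and 63.7 to 89.6 in 6B4-Cap+. 6B4-Cap+ cells left in the 6B4-Cap- fraction would give both sets alike shares of the change. From the means, the median share was 18.0% for the flagella genes (quartiles -0.035% and 33.4%) and 14.1% for the CAP genes (11.0% and 18.3%). In replicate 2 the shares were 17.7% (-6.55% and 43.1%) against 4.98% (3.95% and 6.23%). In replicate 3 they were 1.52% (-29.1% and 24.8%) against 2.32% (1.98% and 2.83%). The CAP share lay within the flagella quartiles each time, so these 2 sets leave a single share open. Differing carry-over between the cultures could account for the spread of the CAP genes, since replicate 1 had the highest share for both sets, 43.8% for the flagella genes and 35.0% for the CAP genes. In replicate 1, however, the flagella genes were higher than in 6A4 replicate 1. For the alginate genes the share was 60.2% from the means (quartiles 43.6% and 159%). In replicate 1 it was 37.3% (27.2% and 66.7%), which leaves a single share open there. In replicates 2 and 3 it was 61.1% (39.8% and 149%) and 63.2% (51.1% and 277%), far above the CAP shares. A single share of carried-over cells could therefore not account for all 3 sets in replicates 2 and 3. Judged by the alginate genes, mixing alone therefore does not describe the 6B4-Cap- libraries of replicates 2 and 3. For the CAP genes, an intermediate state of the cells remains a hypothesis beside it.

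*rsmE* and *mvaT* were higher in 6B4-Cap+ than in 6A4, by 2.45 and 2.49 on the log2 scale. Without 6B4-Cap+ replicate 1, *rsmE* was still higher by 1.27 and *mvaT* by 0.68, so *rsmE* kept more of its change than *mvaT*. The other 6B4-Cap+ libraries had 267 and 326 CPM of *rsmE*, above every 6A4 library (at most 153 CPM), so its rise was not carried by that library alone. The rise of *mvaT* cannot be told apart from the effect of that library.

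*ahpF* (PFLU2990) and *katA* lie outside the genes chosen beforehand and were picked from the data, because their mean counts were highest in 6B4-Cap-. The log2 fold change from 6A4 to 6B4-Cap- was 1.79 for *ahpF* (standard error 1.14, adjusted *P* = 0.465) and 1.43 for *katA* (standard error 1.13, adjusted *P* = 0.569), and both fail the correction. The counts of *ahpF* were 1912, 841 and 111 CPM in 6B4-Cap-, and 31.9, 608 and 185 in 6A4. Both genes were lower in every 6B4-Cap+ than in every 6A4 library, so carried-over 6B4-Cap+ cells could only lower them. Of the 6 values in 6B4-Cap- (3 libraries, 2 genes), 3 lay above every 6A4 and 6B4-Cap+ value, and for the other 3 carried-over cells are left open. In replicate 3, both genes lay below the highest 6A4 value (111 against 608 CPM for *ahpF*, 167 against 2432 for *katA*). Without any one 6B4-Cap- library, *ahpF* was still higher by at least 0.789 and *katA* fell to -0.35, which shows no stability in genes picked for this pattern. Since they were picked for high means in 6B4-Cap-, the pattern cannot be told apart from spread between cultures or from the effect of 1 library. No biological explanation was tested.

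The base means over all libraries in supplementary tables S3 to S5 were within 5% of 1 common multiple of those of the 12 libraries in 29.2% of 4222 genes, whereas the base means per morphotype were 1.11 to 1.13 times those computed here in every paired gene. This is consistent with libraries beyond the 12 having entered the paper's fit.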
